# Synergy of epidermal growth factor (EGFR) and angiotensin II (AT1R) receptor determines composition and temporal pattern of transcriptome variation

**DOI:** 10.1007/s00018-021-04065-5

**Published:** 2021-12-18

**Authors:** Barbara Schreier, Virginie Dubourg, Stefanie Hübschmann, Sindy Rabe, Sigrid Mildenberger, Michael Gekle

**Keywords:** Epidermal growth factor receptor, Angiotensin II receptor type 1, Serum response factor, Myocardin-related transcription factor, Signaling synergy, Vascular biology

## Abstract

The tyrosine kinase receptor EGFR and the G-protein-coupled receptor AT1R induce essential cellular responses, in part via receptor crosstalk with an unknown role in nuclear information transfer and transcription regulation. We investigated whether this crosstalk results in linear, EGFR-mediated nuclear signalling or in parallel, synergistic information transfer leading to qualitative and temporal variations, relevant for gene expression and environment interaction. AT1R and EGFR synergistically activate SRF via the ERK1/2-TCF and actin-MRTF pathways. Synergism, comprised of switch-like and graded single cell response, converges on the transcription factors AP1 and EGR, resulting in synergistic transcriptome alterations, in qualitative (over-additive number of genes), quantitative (over-additive expression changes of individual genes) and temporal (more late onset and prolonged expressed genes) terms. Gene ontology and IPA^®^ pathway analysis indicate prolonged cell stress (e.g. hypoxia-like) and dysregulated vascular biology. Synergism occurs during separate but simultaneous activation of both receptors and during AT1R-induced EGFR transactivation. EGFR and AT1R synergistically regulate gene expression in qualitative, quantitative and temporal terms with (patho)physiological relevance, extending the importance of EGFR-AT1R crosstalk beyond cytoplasmic signalling.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-021-04065-5.

## Introduction

The epidermal growth factor receptor (EGFR) family consists of four related tyrosine kinase receptors EGFR (ErbB1), ErbB2, ErbB3 and ErbB4 [1] that form homo- and heterodimers. EGFR controls various signalling modules and their downstream targets, thereby affecting transcriptional regulation and finally, e.g. cell proliferation, survival, differentiation, migration and matrix homeostasis [2].

In addition to its classical ligands, EGFR is also subject to activation by crosstalk with other receptors—a mechanism called transactivation [3]. Both mechanisms may have pathophysiological consequences that include cell proliferation and parainflammatory dysregulation of tissue homeostasis, leading for example to vascular dysfunction and remodelling or renal tubulointerstitial alterations. EGFR transactivation is supposed to be responsible for angiotensin II (AII) induced pathophysiological effects in the reno-cardiovascular system. These are mediated predominantly by the G-protein AT1 receptor (AT1R) that couples to Gq or G12/13 [4] and involves EGFR transactivation via A Disintegrin And Metalloproteinase (ADAM) metalloproteinase domain 17 or cSrc kinase [3, 5]. In the case of ADAM, shedding and binding of Heparin-binding EGF-like growth factor (HB-EGF) activates EGFR whereas cSrc leads to direct EGFR-phosphorylation [2]. Recently an additional mechanism of AT1R-EGFR interaction, AT1R-EGFR heteromerization leading to recruitment of Grb2, has been proposed [6]. Besides, AT1R-EGFR synergy independent of transactivation or receptor interaction has been described [7–10] without comprehensive characterisation of the postreceptor steps involved.

Pharmacological EGFR inhibition and conditional EGFR knockout models [11–23] showed physiological and pathophysiological relevance of EGFR transactivation for reno-cardiovascular AT1R signalling. As reviewed by Forrester et al. [4], a great variety of cell types co-express EGFR and AT1R. These include vascular cells, cardiac cells, renal cells, adipocytes, immune cells, cells of the central nervous system. Since virtually every cell type expresses EGFR endogenously, any cell that expresses AT1R co-expresses EGFR and AT1R and is subject to a potential synergy.

Although AT1R-EGFR interaction with respect to proximal signalling in cells of the reno-cardiovascular system is well studied, our understanding regarding the consequences of this interaction in terms of information transfer to the nucleus, transcription regulation and finally the transcriptome is still limited. It is not clear whether AT1R-EGFR transactivation leads to (i) a linear, EGFR-triggered, nuclear signalling or whether transactivation induces (ii) parallel AT1R and EGFR signalling leading to (iii) synergistic effects, as it would be also the case during separate but simultaneous activation by external ligands (EGF and AII). Understanding of these mechanisms is of importance because nuclear information transfer affects gene expression with major impact on cell fate.

In the present study, we investigated the potential interaction of EGFR and AT1R with respect to transcriptional regulation, underlying signalling pathways and the response mode (digital versus analogue) at the single cells level, with a special focus on the serum response factor (SRF), AP1 and EGR. SRF is a mammalian transcription factor that binds to a DNA *cis* element known as the CArG box. It responds to two distinct types of signalling cascades (GPCR-induced Rho signalling and growth factor-induced Ras/MAPK kinase signalling), mediates expression of distinct target genes [24] and regulates, for example, switches from a contractile to a proliferative phenotype of vascular smooth muscle cells [25–27]. Recently, a study in fibroblasts identified 960 serum-responsive SRF target genes [28]. The dual responsiveness, which is at least in part the result of two families of SRF cofactors (the ternary complex factors, TCFs and the myocardin-related transcription factors, MTRFs), regulated by the two signalling pathways, makes SRF an ideal point of intersection for combinatorial EGFR and AT1R interaction. Furthermore, we assessed the consequences for known SRE-regulated genes and functions as well as for the transcriptome by RNA-seq.

## Results

### EGFR-induced SRF activation

Under control conditions, SRE activity was stable for at least 48 h (SF02 A, H; SF03 A, H). Addition of EGF led to a time- and concentration-dependent increase of the fraction of SRE-positive cells as well as of the activity of individual positive cells (SF02 A, B; SF03 A, B). In depth analysis of the EGF action revealed that its effect resulted mainly (2/3) from a switch-like (digital) activation (i.e. activating otherwise inactive cells) and to a minor extend (1/3) from a graded (analogue) response (i.e. enhancing the activity of already activated cells) in all cell types. With respect to the concentration dependence, we observed no major differences for digital and analogue activation. By contrast, the digital response was faster as compared to the analogue response (SF02 A, SF03 A). We obtained a similar time course pattern for the PKC activator PMA, a classical stimulator of SRF activity (SF02 H, SF03 H).

EGFR has been shown to stimulate SRE-dependent transcription via the MEK/ERK1/2 and via the latrunculin B sensitive MRTF pathway [25]. Inhibition of the EGFR kinase (AG1478) and the MEK1/2 kinases (U0126), as shown in SF02 C and D and SF03 C and D prevented EGF-induced SRE activation. Furthermore, latrunculin B led to a significant reduction in EGF-induced SRE activation (SF02 E, SF03 E). Inhibition of Rho-associated kinase (ROCK) by Y27632 or protein kinase C (PKC) by BIM exerted no effect on EGF-induced SRE activation (SF02 F, G and SF03 F, G). The cytoskeleton interfering drug cytochalasin D exerted no effect either (data not shown).

For comparison, we tested the effect of PMA (SF02 H-N and SF03 H-N). PMA induced a fast and strong SRF activation. In depth analyses of the PMA action revealed that the effect resulted mainly from a switch-like (digital) activation and to a minor extend from a graded (analogue) response. PMA-induced SRF activation was sensitive to inhibition of MEK1/2 kinases, PKC, ROCK and AG1478. Latrunculin B showed no reduction of the PMA effect (SF02 J-N and SF03 J-N).

### AT1R-induced SRF activation

As expected from the literature, AII exerted no effect on SRE activity in HEK293 and HK2 cells not transfected with AT1R (SF01 E, F). AT1R transfection rendered cells sensitive to AII in a time- and concentration-dependent manner with respect to SRF activation (Figs. 1A–D and SF06 A, B). Transfection of AT1R per se had no effect (SF01 C). In depth analyses revealed that the AII effect resulted from a switch-like (digital) activation and to a similar relative extend from a graded (analogue) response in both cell types.

**Fig. 1:**
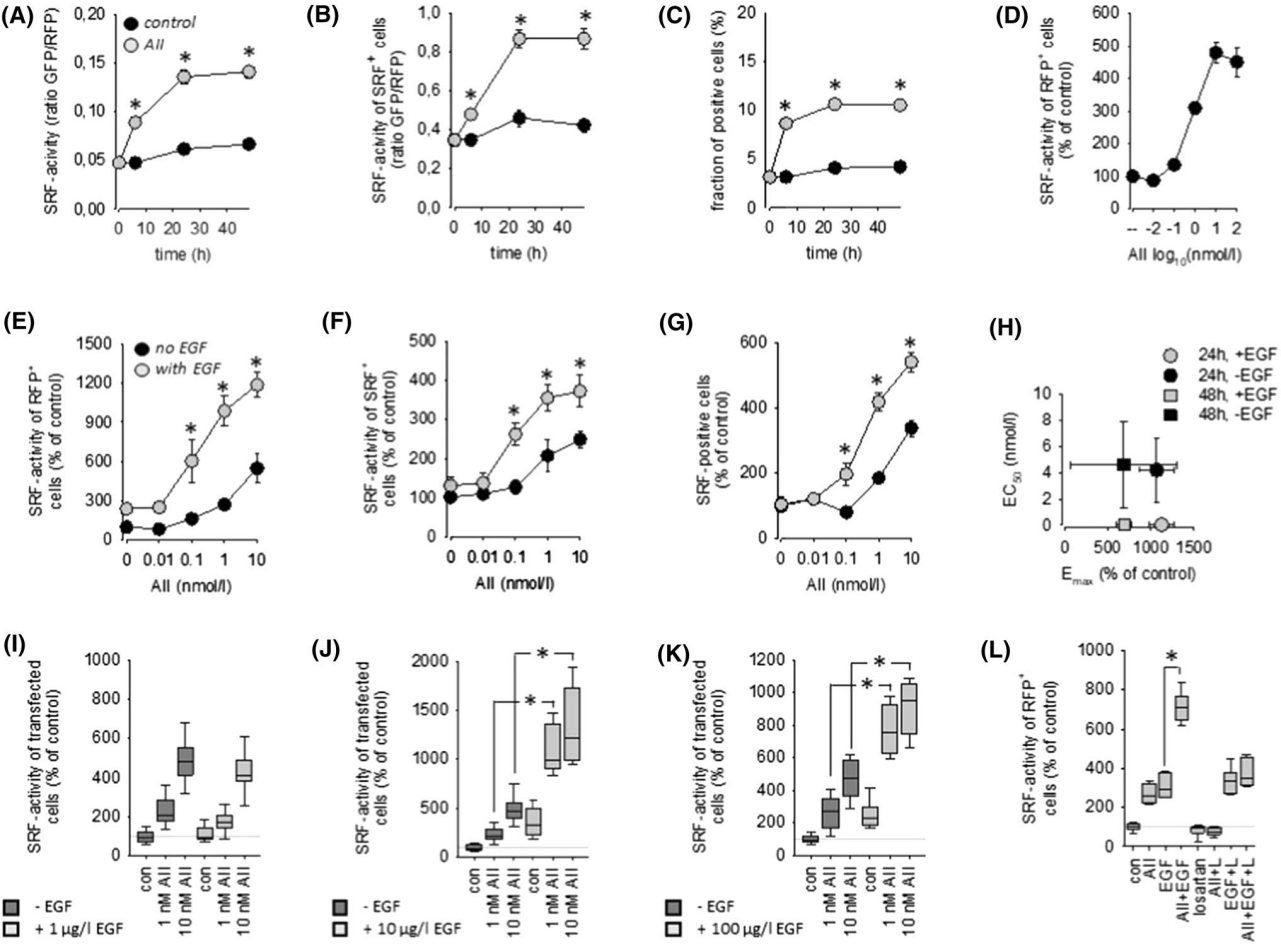
**(A)** Time-course of SRF activation by angiotensin II (1 nmol/l AII) in HEK293 cells transfected with AT1R. *N* = 24. **(B)** AII-induced SRF activity in responsive cells (= analogue response). **(C)** AII-induced percentage SRF-positive cells of transfected cells (= digital response). **(D)** Concentration–response curve of SRF activation by AII after 24 h. *N* = 18. **(E)** Synergistic action of 10 µg/l EGF and AII on SRF activity (*N* = 18; *t* = 24 h). **(F)** Synergistic SRF activation in responsive cells (= analogue response). **(G)** Synergistic increase of the percentage of SRF-positive cells (= digital response). **(H)** Estimation of the maximum effect (Emax) elicited by AII in the absence and presence of EGF and of the half-maximum AII concentration (EC50) from the data in panel **(E)** and SF05 (mean ± SD). **(I)** AII-induced SRF activity in the absence and presence of 1 µg/l EGF (*N* = 18; *t* = 24 h). **(J)** AII-induced SRF activity in the absence and presence of 10 µg/l EGF (*N* = 18; *t* = 24 h). **(K)** AII-induced SRF activity in the absence and presence of 100 µg/l EGF (*N* = 18; *t* = 24 h). **(L)** The action of 1 nmol/l AII and the synergistic action of 1 nmol/l AII + 10 µg/l EGF are prevented by the AT1R blocker losartan (**L**, 1 µmol/l; *N* = 12, *t* = 24 h). *p < 0.05 versus control, if not indicated otherwise

AII-induced SRF activation was reduced by U0126, BIM and latrunculin B but not by AG1478 or Y27632 (SF04 A-E and SF06 C-G). The resistance to AG1478 results from the inability of transmembrane EGFR transactivation in HEK293 cells [29], most probably due to the low level of endogenous HB-EGF expression (SF08 A). Thus, we have a system in our hands that allows separate and independent stimulation of the AT1R and EGFR pathways and thereby the controlled investigation of their potential convergence on SRF activity.

### Synergistic action of EGFR and AT1R with respect to SRF activation

Simultaneous stimulation of EGFR and AT1R by the addition of EGF and AII induced an increase in SRF-reporter activity that exceeded the sum of the individual effects significantly and was AII concentration-dependent (Fig. 1E, SF05 A and SF06 H). Analysis of AII concentration-dependency revealed a shift of the concentration required for the half-maximum effect (EC50), i.e. EGF sensitises the cells for AT1R activation with respect to SRF activation (Fig. 1H and SF06 I, J). The effects resulted from synergisms in switch-like (digital) and graded (analogue) responses (Figs. 1F, G, SF05 A-C and SF07 A-C). Furthermore, the synergism is also EGF concentration-dependent, observed at concentrations above 1 µg/l EGF (Figs. 1I–K, SF05 D-F and SF07 D-F) and could be prevented by losartan (Fig. 1L; a clinically used AT1R antagonist).

### Transactivation of EGFR via HB-EGF with respect to SRF activation

Transfection of HEK cells with HB-EGF, in addition to AT1R, enhanced the effect of AII and rendered its effect on SRF activity sensitive to EGFR inhibition (Figs. 2A, B, SF09 A, B). At high HB-EGF transfection doses, EGFR-dependency apparently decreased, due to the high control level of SRF activity during strong HB-EGF overexpression (SF08). There is a more than tenfold increase comparing 1 µg pHB-EGF with mock transfected cells. Figures 2B and SF09B show the approximately four to five fold increase of baseline SRF activity elicited by transfection with 0.01 µg HB-EGF. Thus, for example, 400% SRF activity in cells transfected with 0.01 µg pHB-EGF corresponds to 1600–2000% SRF activity in mock transfected cells (compare Fig. 2A, B). Analysis of the AII concentration-dependency (SF09 B) revealed a HB-EGF-induced increase of the maximum AII effect (Emax) and a shift of the AII concentration required for the half-maximum effect (EC50), i.e. HB-EGF sensitises the cells for AII with respect to SRF activation. These data indicate that AT1R-EGFR-synergism also works during EGFR transactivation but do not exclude the possibility of sole information transmission to SRF by EGFR. Therefore, we developed the experimental design of intercellular synergism.

**Fig. 2:**
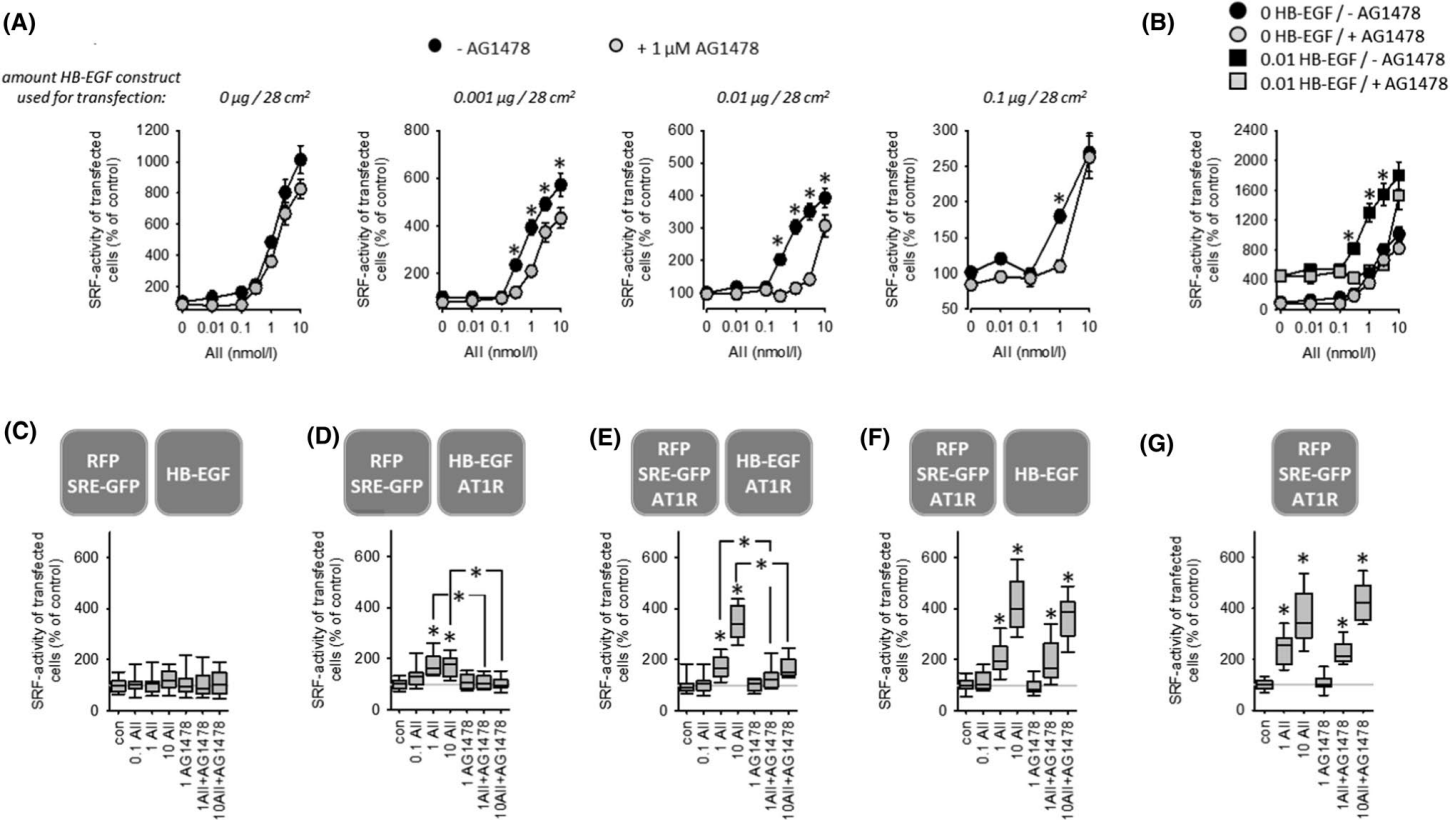
**(A)** In the absence of HB-EGF, AT1R-induced activation of SRF is independent of EGFR. HB-EGF expression leads to additional EGFR-mediated SRF activation by AT1R. *t* = 24 h. *N* = 18. *p < 0.05 versus “+AG1478”. **(B)** AT1R-induced activation of SRF normalised to control values in the absence of HB-EGF. HB-EGF expression leads to an increase in maximum SRF activation and increases the AII-sensitivity (left-shift of the dose–response curve). 1 µmol/l AG1478. *t* = 24 h, *N* = 18. *p < 0.05 versus “+AG1478”. **(C–F)** Coculture of reporter cells (transfected with SRE-GFP) with HB-EGF-transfected “donor “ cells shows that paracrine HB-EGF signalling also leads to a synergistic effect of AT1R and EGFR with respect to SRF activation. *t* = 24 h. **(C)** HB-EGF expressing donor cells without AT1R induce no AII-sensitivity in reporter cells. **(D)** Donor cells with HB-EGF and AT1R induce a moderate AII-sensitivity of reporter cells mediated by EGFR activation. **(E)** Additional expression of AT1R in reporter cells leads to synergistic (EGFR-dependent) SRF activation. **(F)** When AT1R is expressed in reporter but not in donor cells, the effect of AII is EGFR-independent. (**G**) This effect is similar to the reaction of reporter cells in monoculture. 1 µmol/l AG1478; 0.1, 1 or 10 nmol/l AII. *N* = 18. *p < 0.05 versus control, if not indicated otherwise

### Intercellular synergism of EGFR and AT1R with respect to SRF activation

To confirm that EGFR-AT1R synergism also works during EGFR transactivation and paracrine signalling we performed experiments with a mix of two differentially transfected cell populations (Figs. 2C–G, SF10 A–E). One population was transfected with RFP and SRE-GFP (= reporter cells) and the second with HB-EGF (EGF donor cells). Exposure of this mixed cell population to AII exerted no effect on SRF activity (Figs. 2C, SF10 A). When EGF donor cells were additionally transfected with AT1R, AII led to an AG1478-sensitive SRF activation (Figs. 2D, SF10 B), due to HB-EGF shedding and paracrine signalling. Transfection of both cell populations with AT1R resulted in a significantly stronger AII-induced SRF activation (Figs. 2E, SF10 C), due to the synergism of AII and HB-EGF resulting from paracrine HB-EGF plus direct AII signalling. Figures 2 F, G and SF10D and E show that in the absence of AII-induced HB-EGF shedding or HB-EGF donor cells the effect of AII is AG1478 insensitive (= independent of EGFR). These results confirm that the two receptors synergize also during EGFR transactivation. Of note, the values of Fig. 2F cannot be compared directly with those in Fig. 2D, E, because the control level of SRF activity is significantly lower (approximately fivefold) under the conditions of Fig. 2E in comparison to Fig. 2D, E (Fig. SF10F). The different control values result most likely from intrinsic activity of transfected AT1R leading to a certain release of HB-EGF in the absence of AII.

### EGFR-AT1R synergism in A7r5 vascular smooth muscle cells

SF11 A–C shows that the synergism also occurs in vascular smooth muscle A7r5 cells, known to express low levels of endogenous AT1R [30, 31]. Thus, the synergism is relevant for differentiated cells with endogenous receptor expression.

### Pharmacology of EGFR-AT1R synergism

Figure 3A (and SF12 A) shows that inhibition of EGFR, MEK1/2 and cSRC kinases reduced the synergistic effect in HEK293 and HK2 cells significantly but not completely. Combined inhibition of MEK1/2 and cSRC exerted an additive inhibitory, but still not complete, effect (Figs. 3B and SF12 B). By contrast, combined inhibition of EGFR and MEK1/2 or cSRC prevented SRF activation completely.

**Fig. 3:**
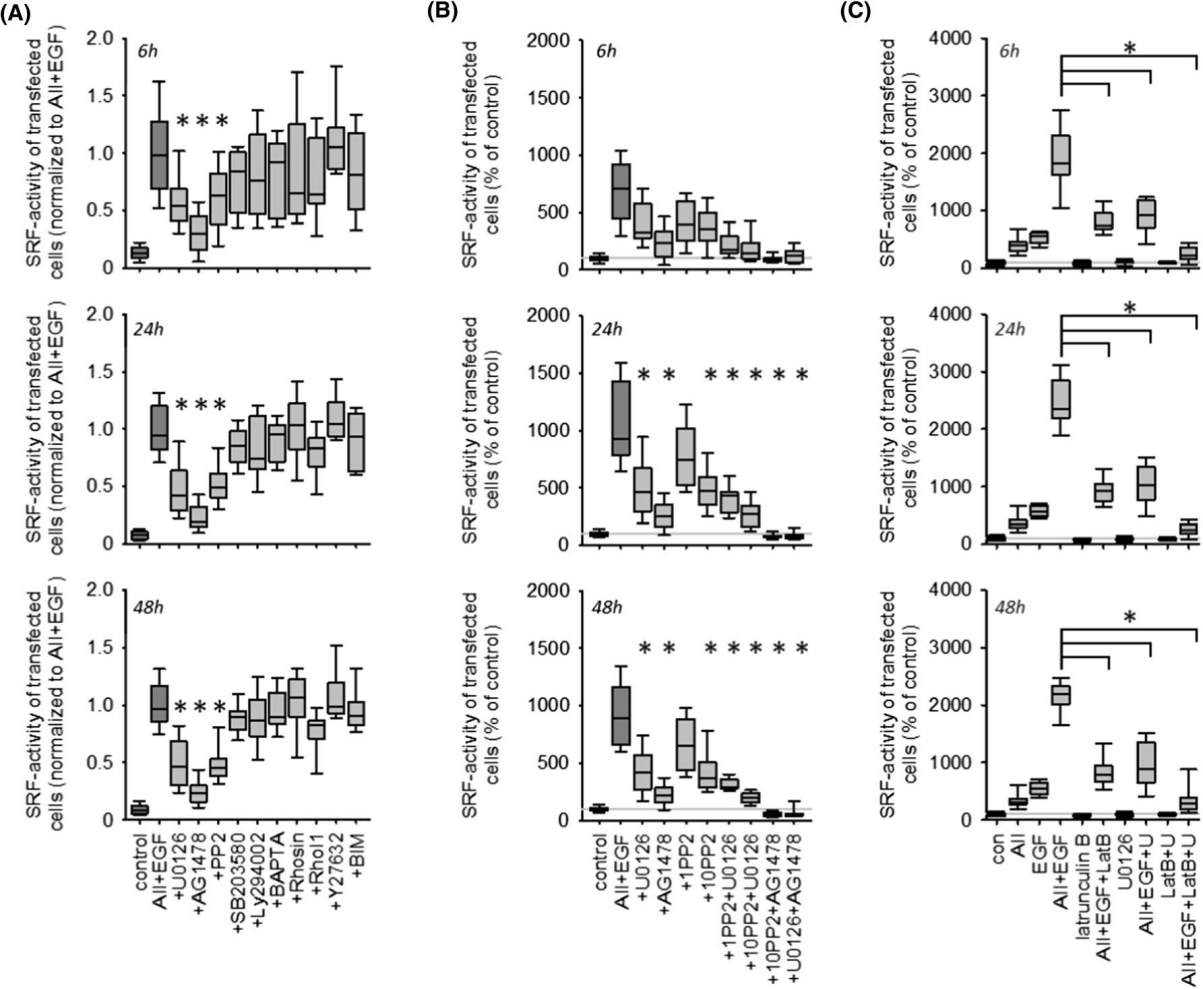
Pharmacology of ATR1-EGFR synergism with respect to SRF activation in HEK cells after 6, 24 or 48 h. **(A)** Pharmacological screening of putative involved pathway. Inhibition of EGFR kinase by 100 nmol/l AG1478, inhibition of ERK1/2-phosphorylation by 1 µmol/l U0126, inhibition of cSRC kinase family by 10 µmol/l PP2, inhibition of p38 kinase activity by 1 µmol/l SB203580, inhibition of PI3-kinase activity by 1 µmol/l Ly294002, Ca^2+^-chelation by 50 µM BAPTA-AM, Rho inhibition with 1 µmol/l Rhosin or 1 µg/ml Rho Inhibitor 1 (RhoI1, cell permeable C3 transferase), inhibition of Rho-kinase (ROCK) activity by 10 µmol/l Y27632 and inhibition of protein kinase C family by 100 nmol/l bisindolylmaleimide (BIM). *N* = 18. *p < 0.05 versus AII + EGF. **(B)** Additive inhibitory effects of 100 nmol/l AG1478, 1 µmol/l U0126 and 1 or 10 µmol/l PP2. *N* = 18. *p < 0.05 versus AII + EGF. **(C)** Inhibition of actin polymerization by 100 nmol/l latrunculin B (LatB) reduces the synergistic effect of EGF + AII substantially and act additively with U0126 to prevent SRF activation almost completely. *N* = 12

Inhibition of actin-MRTF signalling by latrunculin B reduced synergistic EGF- and AII-induced SRF activation substantially but incompletely (Figs. 3C and SF12 C). Combined inhibition of actin-MRTF signalling and MEK1/2 abolished synergistic SRF activation almost completely (Figs. 3C and SF12 C). Interference with the actin cytoskeleton by cytochalasin D did not affect synergistic signalling (data not shown).

### EGFR- and ERK-phosphorylation

Figure 4A, B shows EGF-induced phosphorylation of pERK1/2 and EGFR, combined with a downregulation of absolute EGFR expression in HEK cells. AII exerted no synergistic effect regarding these three parameters. By contrast, we observed a synergistic effect with respect to cFos expression after 6 h at the protein (Fig. 4A, B) and at the mRNA level (Fig. 4C). Expression of cJun (forming the AP1-dimer with cFos) was not affected (Fig. 4E). Furthermore, EGF, AII or their combination (Fig. 4E) did not affect expression of the transcription regulating proteins SRF, myocardin, MRTF-A and Elk-1 in transiently transfected HEK293 cells.

**Fig. 4:**
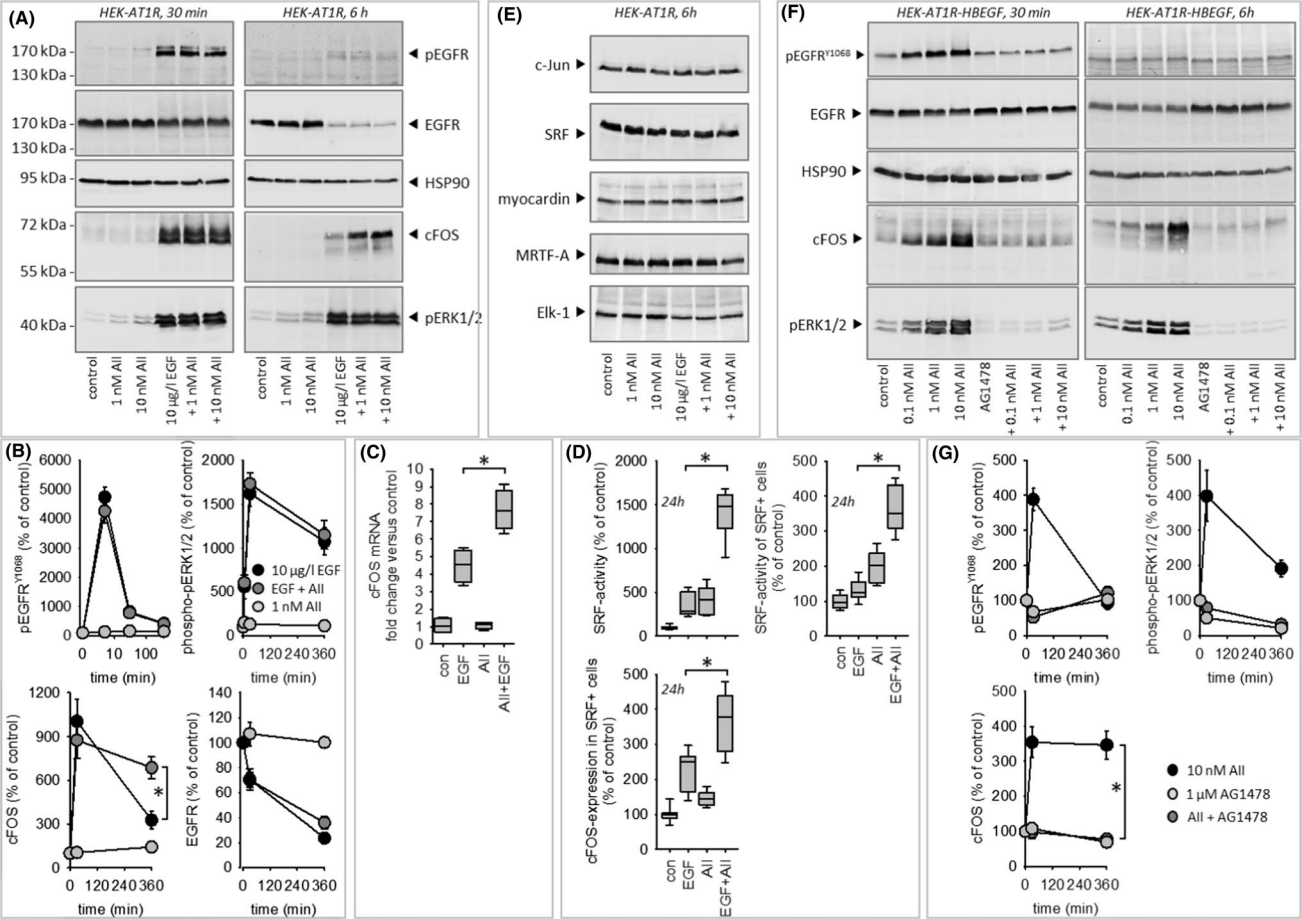
**(A–D)** Impact of EGFR- or AT1R activation on EGFR, phosphoEGFR, phosphoERK1/2, cFOS expression in HEK cells. **(A, B)** Results from immunoblot analysis of protein expression. **(C)** cFOS-mRNA expression determined by qRT-PCR. **(D)** SRF activity, determined by reporter gene assay and cFOS protein expression, determined by immunofluorescence. **(E)** Immunoblot analysis of c-JUN, SRF, myocardin, MRTF-A or ELK-1 expression showed no effect of EGF, AII or AII + EGF. Representative blots of *N* = 3. **(F, G)** Impact of EGFR transactivation by AT1R activation via HB-EGF on EGFR, phosphoEGFR, phosphoERK1/2 and cFOS protein expression in HEK cells. *p < 0.05. *N* for **(B, C, G)** = 4. *N* for **D** = 12

When cells were transfected with HB-EGF in addition to AT1R, AII induced a strong ERK1/2-phosphorylation as well as EGFR-phosphorylation, prevented by AG1478. Furthermore, AII induced AG1478-sensitive cFOS expression in the presence of HB-EGF (Fig. 4F, G).

### cFos and SRF coincidence

Since the immunoblot data above do not allow conclusions regarding the cellular coincidence of SRF activation and cFOS induction, we tested the hypothesis that cells responding with SRF activation also show enhanced cFOS expression by fluorescence microscopy. Under control conditions, we observed cFOS staining in > 97% of the cells, indicative of constitutive basal expression. Coexposure of the cells to EGF and AII for 6 h induced the expected synergistic effect on SRF activity (Fig. 4D) and exerted a synergistic effect on cFOS expression in SRF-positive cells. This was not the case for SRF-negative cells.

### EGFR trafficking

Under control conditions, the membrane fraction of EGFR stayed virtually constant over the observation period of 55 min (SF13 A, D). In the presence of EGF, the membrane fraction decreased significantly after 20–25 min due to receptor internalisation. Appearance of EGFR in the perinuclear (cytoplasmic) region in a spot-like pattern (endocytic vesicles and early endosomes) and an increase in the perinuclear/cell EGFR ratio (SF13 B, E) accompanied this internalisation. The nuclear/cell EGFR ratio was not affected (SF13 F). AII application exerted no effect on the EGFR distribution per se but delayed EGF-induced EGFR internalisation and perinuclear appearance significantly (SF13 A, B, D, E), indicating a transient stabilising effect of activated AT1R for membrane EGFR that may lead to prolonged signalling. As shown in Fig. 4A, B, stimulation-induced degradation after 6 h was not affected by AII.

### EGFR-AT1R protein–protein interaction

Applying proximity labelling mediated by engineered ascorbic acid peroxidase (APEX) [32, 33], we analysed a potential protein–protein interaction of endogenous EGFR with transiently transfected AT1R-APEX after 60 min of stimulation. EGF reduced the EGFR-AT1R-interaction (SF13 G, H), most probably owing to EGFR internalisation. AII prevented this effect (SF13 G, H) in line with its retarding action on EGFR internalisation (SF13 A, D). In cells transfected with pcDNA3-APEX2-NES (non-specific interaction control) EGF, AII or EGF + AII exerted no effect.

### Transcriptome analysis

To investigate the impact of EGFR-AT1R-synergism on gene expression comprehensively and in detail, we generated HEK293 cell clones stably expressing AT1R. Two clones were responsive to AII with respect to SRF activity and ERK1/2-phosphorylation, confirming successful and functional AT1R expression (SF14 A–D). Furthermore, we observed synergism of AT1R and EGFR with respect to SRF activity but not to ERK1/2- or EGFR^Y1068^ phosphorylation in both clones (SF14 B–D). Thus, the clones confirm the results obtained with transiently transfected cells. For the subsequent investigation of gene expression, we used clone B6 that showed stronger AII responsiveness. Transcriptome changes were determined after 6 and 24 h incubation (control, 1 nmol/l AII, 10 µg/l EGF, AII + EGF, N = 5 for each condition).

Figures 5A, B and SF15 A show the quantitative effects of AII, EGF and AII + EGF obtained by DESeq2 analysis, with a prominent synergistic action of AT1R and EGFR with respect to the number of regulated genes but also with respect to the SRF-responsive genes ARC, EGR1, EGR2, EGR3 and cFOS (SF15 B). Figure 5C–E shows the results obtained by EdgeR analysis, including a differentiation for up- and downregulated genes, and confirm the synergistic action. DESeq2 and EdgeR results overlap substantially (Fig. 5F) and we used the intersection for further analysis, applying an abundance threshold of 5 FPM to reduce transcription noise. More than 90% of differentially expressed genes were protein coding and less than 10% lncRNA (Fig. 5G–I). In summary, the data show that stimulation of AT1R and EGFR resulted in a synergistic action on the number of differentially expressed genes after 6 and after 24 h (SF15 D). In relative terms, the synergistic effect is especially prominent after 24 h, because AT1R activation alone was without effect and EGFR activation affected only a small number of genes. This effect represents an AT1R-induced prolongation of EGFR action on gene transcription. Synergism affects the number of genes and the time course of expression regulation (qualitative and temporal effect)

**Fig. 5:**
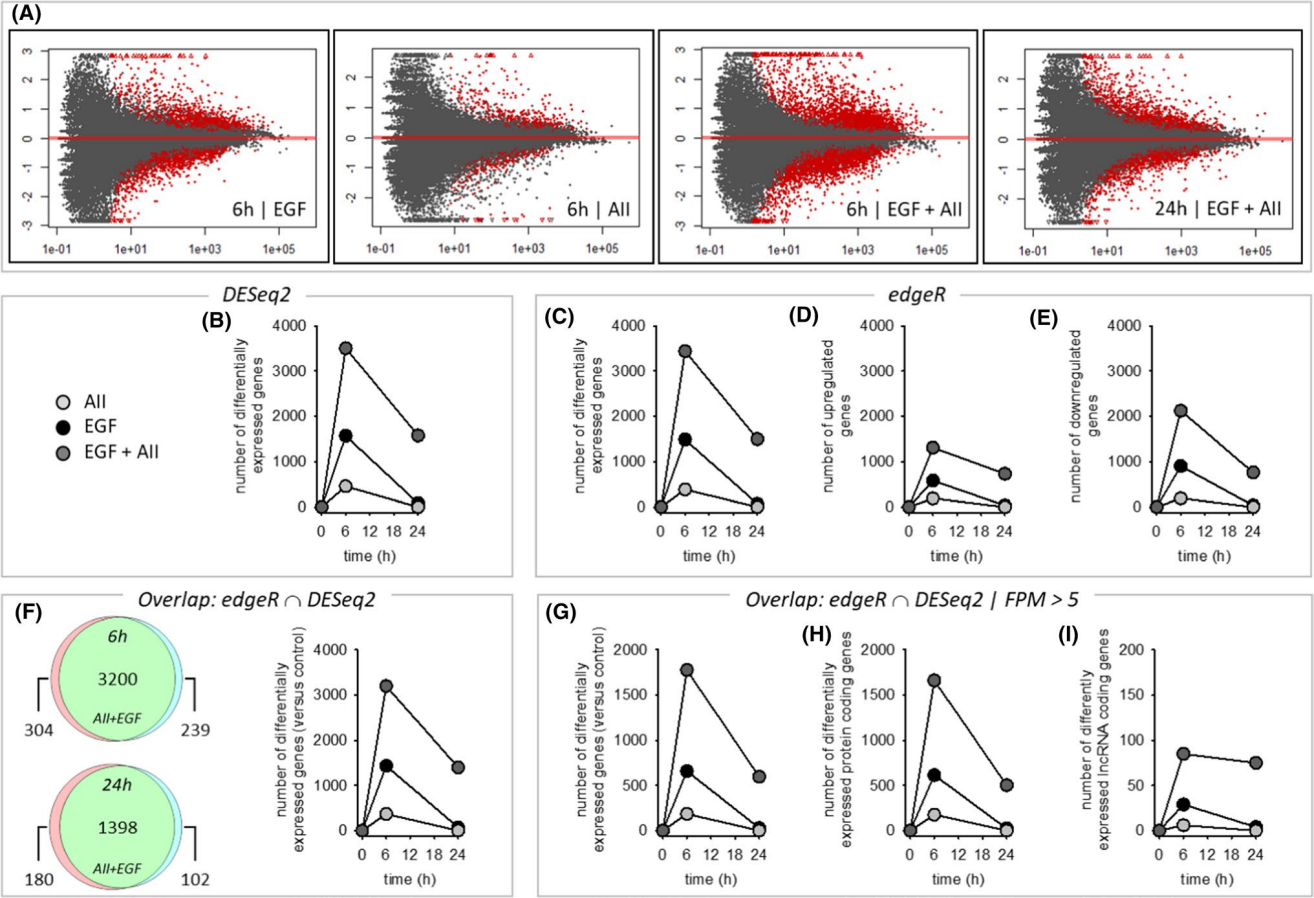

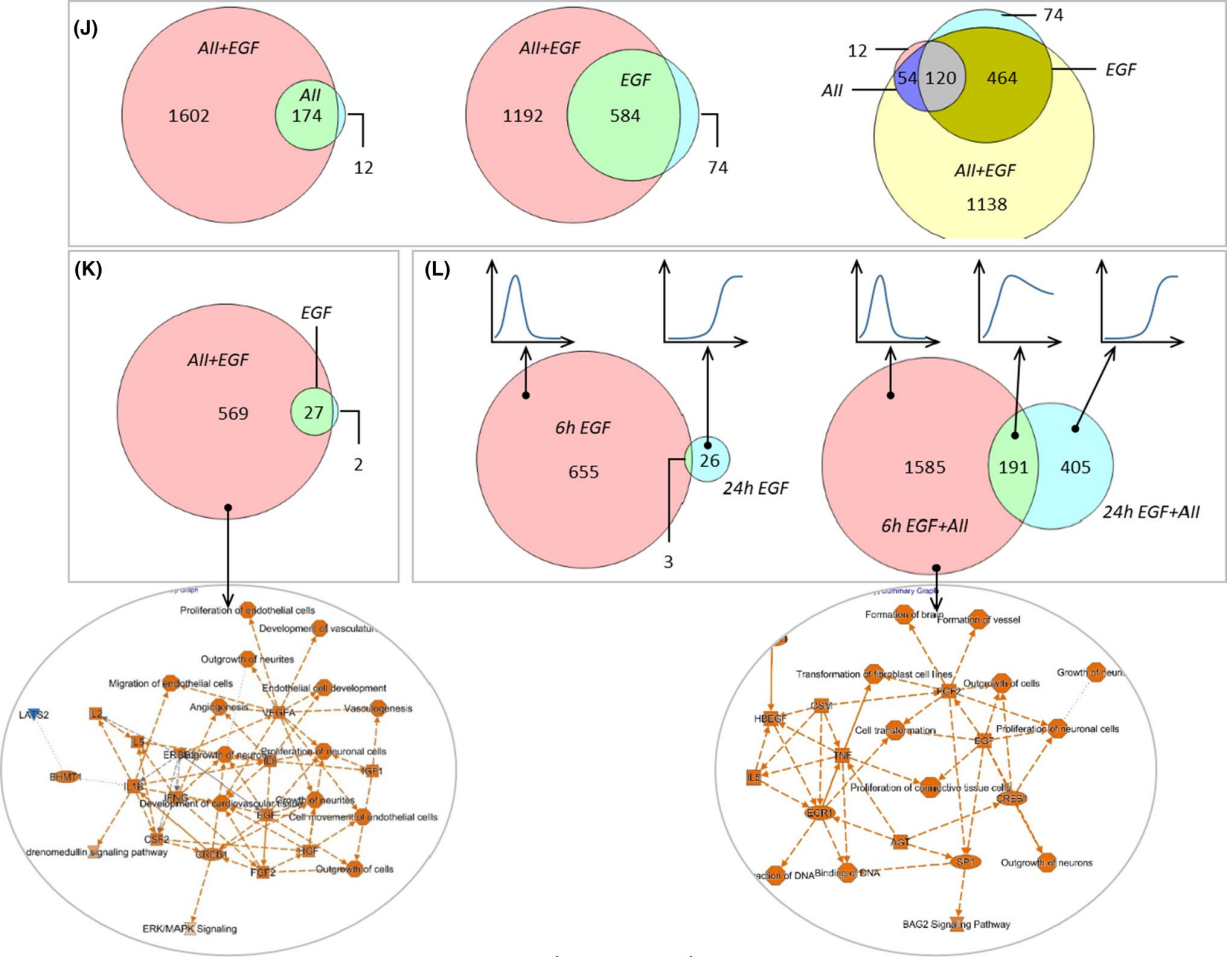

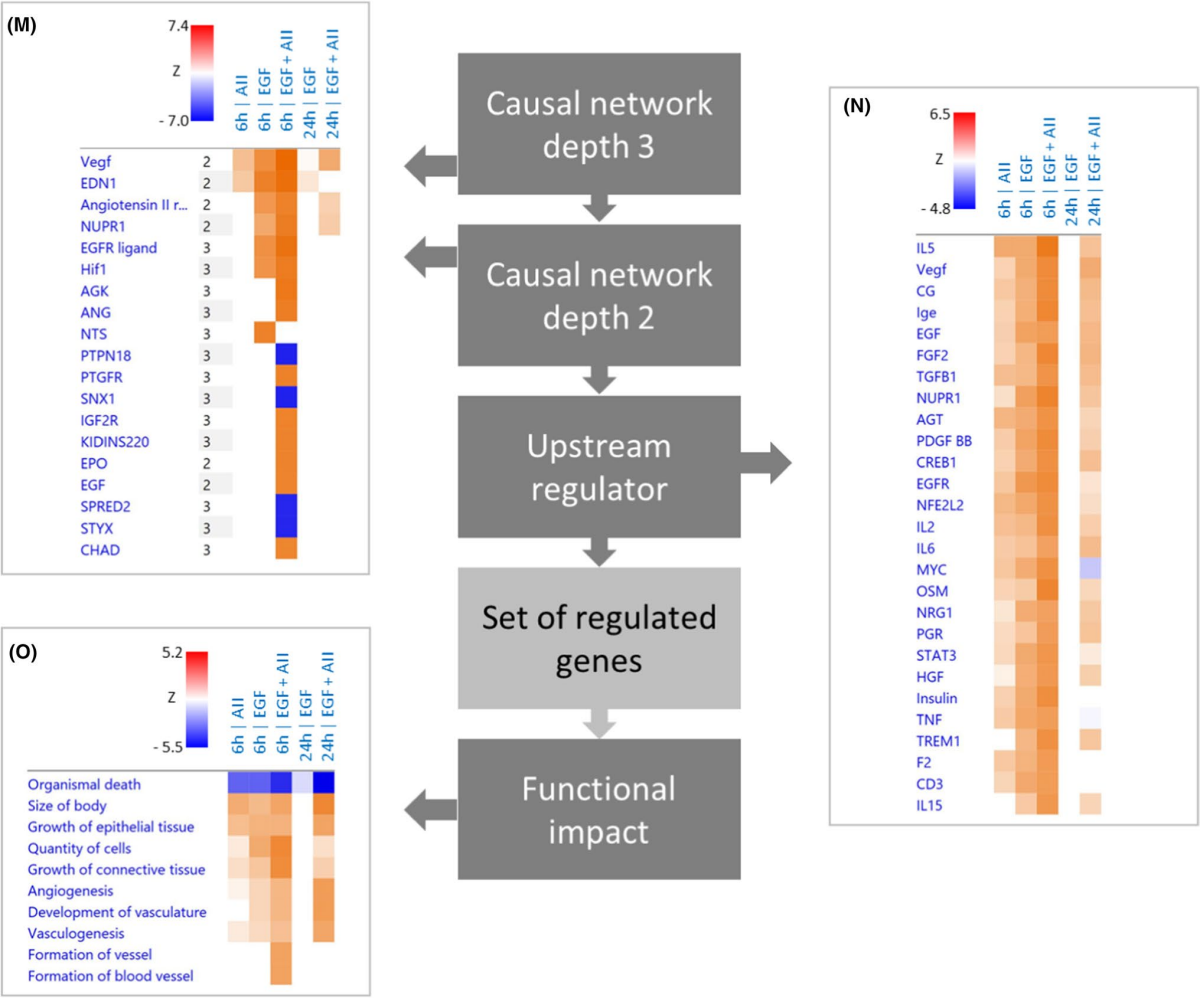
Effect of EGF (10 µg/l), AII (1 nmol/l) or AII + EGF on the transcriptome in HEK-AT1R-B6 cells, stably transfected with AT1R. Incubation periods = 6 h and 24 h. *N* = 5 for each condition. **(A)** Number of up- or downregulated RNAs (red dots) applying the mentioned thresholds (*y*-axis = log2FC; *x*-axis = FDR). **(B)** Number of differentially expressed genes according to DESeq2. **(C–E)** Number of differentially expressed, upregulated or downregulated genes according to edgeR. **(F)** Number of differentially expressed genes according to the intersection of DESeq2 and edgeR. **(G)** Number of differently expressed genes with an abundance FPM > 5 according to the intersection analysis. **(H)** Number of affected protein coding genes (FPM > 5). **(I)** Number of lncRNA coding genes (FPM > 5). **(J, K)** Comparison of gene expression regulation by 10 µg/l EGF or 1 nmol/l with regulation by simultaneous AII + EGF incubation after 6 h **(J)** and 24 h **(K)** in HEK-AT1R-B6 cells, stably transfected with AT1R. **(L)** Comparison of gene expression regulation after 6 h and 24 h by 10 µg/l EGF or 1 nmol/l AII + EGF in HEK-AT1R-B6 cells, stably transfected with AT1R. *N* = 5 for each condition. The circled graphs represent graphical summaries of the IPA^®^ analysis. For further details, see supplementary table ST01-ST05. **(M–O)** Comparative analysis by IPA^®^ of the five scenarios with differentially expressed genes. The B–H threshold was set to 0.01. **(M)** Causal networks of depth 2 or 3. |*z*-score| threshold was set to > 6. **(N)** Upstream regulator. |*z*-score| threshold was set to > 4. **(O)** Disease and biofunction subset ‘Physiological system development and function’. |*z*-score| threshold was set to > 3. For a full list of the analysis results, see supplementary table ST06

According to the qualitative analysis (Figs. 5J, K and SF16 A–C), the majority of genes affected by AT1R or EGFR after 6 or 24 h are also part of the portion of genes regulated by the synergistic action. The extent of expression regulation in these overlap groups was slightly higher during synergistic action (correlation slope 1.2–1.5). There was no alteration of the direction of regulation by the synergism. Thus, synergism results in the recruitment of additional genes for regulation and in enhanced regulation of genes already regulated by AT1R or EGFR alone.

The intersection of regulated gene sets after 6 and 24 h was ~ 10% (based on the 24 h value) during EGFR activation but ~ 30% during simultaneous activation of AT1R and EGFR (Figs. 5L, SF16 C). Thus, during sole EGFR activation, there are two almost distinct temporal groups of regulated genes, early but transient and late ones. Synergism not only increases the number of regulated early and late genes but also the portion of genes induced early and “permanently”. Thus, synergism adds a third group of genes with respect to the time course of regulation (Figs. 5L, SF16 C). The majority of genes showed monophasic up- or downregulation but there were also some genes with biphasic regulation.

Finally, we performed gene ontology (GO) enrichment and IPA^®^ pathway analysis (thresholds: adjusted *p* value ≤ 0.01 and enrichment ≥ 2 for GO enrichment; |*z*-score|≥ 2 and B–H-corrected *p *value ≤ 0.01 for IPA). After 6-h AT1R activation, 117 genes were up- and 69 downregulated. Whereas no major gene set enrichment was determined for downregulated genes, there was an enrichment of terms related to amino acid handling (metabolism and transport) and to EGR-mediated regulation of gene expression for the sets of upregulated and all genes (Supplementary tab. ST01). Pathway analysis (ST01) resulted in the enrichment of one canonical pathway, namely tRNA charging. Upstream regulator analysis identified four transcription regulators with a z-score > 2 (ATF4, XBP1, NFE2L2, TCF4). ATF4, XBP1, NFE2L2 are response factors to unfolded protein and oxidative stress and play important roles for ER homeostasis and proteostasis. Thus, these results reflect to a certain extend the hypertrophic action of AII in pathological situations.

After 6-h EGFR activation, 381 genes were up- and 277 downregulated (ST02). There was GO enrichment for downregulated genes of terms related to KLF3-mediated regulation of gene expression, however, with marginal adjusted p values. For upregulated genes as well as for the group of all regulated genes, there was a very strong enrichment of terms related to EGR-mediated regulation of gene expression. Pathway analysis (ST02) resulted in no canonical pathway with a z-score above the threshold. Upstream regulator analysis identified, besides the expected growth factors (EGFR is predicted with the lowest B–H-corrected *p* value), 13 transcription regulators with a z-score > 2 (including CREB, CTNNB1, EGR, EP300 & CREBBP, HIF1A, HIF2A (EPAS), MYC, STAT3). The activity of two transcriptional repressors is predicted to be reduced (CIC, KDM5B). Furthermore, 10 cytokines (TNF, IFNG, IL5, IL2, CSF2, IL4, IL1B, IL6, TNFSF11, CSF1) and two ligand-dependent nuclear receptors were predicted, reflecting the known participation of EGFR in cellular signalling of this molecule type. These results are in good agreement with known EGFR functions and underpin the validity of the analysis.

After 6-h simultaneous EGFR and AT1R activation, 907 genes were up- and 869 downregulated (ST03). The enrichment for downregulated genes of terms related to KLF3 was intensified. Regarding upregulated genes, the number of terms with significant enrichment increased substantially compared to single EGFR activation. Besides a more pronounced enrichment of terms related to EGR-mediated regulation of gene expression (B–H-corrected *p* value < 10^–42^), terms related to SRF-mediated regulation also showed significant enrichment. Furthermore, terms related to decreased oxygen levels and the VGEF pathway were enriched. Pathway analysis resulted in no canonical pathway with a *z*-score above the threshold. Upstream regulator analysis (ST03) identified 27 transcription regulators with a *z*-score > 2, with the lowest adjusted p values for HIF1 and HIF2A (EPAS), corresponding to the terms related to low oxygen levels. In addition to single EGFR activation, the following transcription regulators showed *z*-scores above 2 during simultaneous AT1R and EGFR activation: ATF4, CCND1, FLI1, GLI1, HNF4A, JUN, SP1 and SRF. In addition, three microRNAs were predicted to be inhibited with a *z*-score < -2 (miR-16-5p, let-7, miR-10).

In the group of genes regulated by 6-h simultaneous stimulation of AT1R and EGFR but not by sole stimulation of EGFR (Figs. 5J, SF16 A), 579 were up- and 613 downregulated (Supplementary Tab. ST04). There was an enrichment for downregulated genes especially of terms related to SP1- and SP3-mediated regulation of gene expression. For upregulated genes as well as for the group of all regulated genes, there was an enrichment of terms related to EGR-mediated regulation of gene expression. Furthermore, terms related to decreased oxygen levels and the VGEF pathway were enriched (ST04).

After 24-h simultaneous EGFR and AT1R activation, 363 genes were up- and 233 downregulated (Figs. 5K, L and SF16 B, C; ST05). There was only minor enrichment for downregulated genes of terms related to NRF1-mediated regulation of gene expression with marginal adjusted *p* values. For upregulated genes, there was a moderate enrichment of terms related to EGR-mediated regulation of gene expression. Pathway analysis resulted in no canonical pathway with a *z*-score above the threshold. Upstream regulator analysis identified six transcriptional regulators with a *z-score* > 2 (ATF4, JUN, SP1, CREB1, NUPR1, FOS). Furthermore, five cytokines (IFNG, IL5, IL2, CSF2, IL1B) were predicted as upstream regulators (ST05).

The comparative pathway analysis are shown in ST06 and Fig. 5M–O (only the top results with respect to *z*-score are shown; the complete set of results is given in ST06) and summarised for qualitative synergistic effects in supplementary figure SF17A–C. We identified several early (6 h) and late (24 h) additional terms (i.e. enriched only after simultaneous stimulation) for upstream regulation related to (hypoxic) cell stress response and fibrogenesis (Figs. 5M, N and SF17A-B). For “disease & function”, additional terms are related among others to vascular biology (Fig. 5O). Late-onset terms (SF17B) included additionally alterations of cellular carbohydrate uptake and possibly metabolism. Applying prolongation conditions (SF17C) resulted several growth factor related terms, indicating that AII leads to a temporal extension of EGFR effects.

### EGR-, FOS-, ARC- and TGFß-expression, and EGR- and AP1-activity

Figure 6A, B shows the synergistic effect of EGFR and AT1R activation with respect to cFOS, EGR1, ARC and TGFß protein expression in accordance with the effects on the mRNA level (ST03) in HEK293-AT1R clones B6 and D5. No synergistic effects were observed with respect Elk-1, phospho-Elk-1, myocardin, MRTF-A and B, nor with respect to intermediate-term downregulation of EGFR (SF18)

**Fig. 6:**
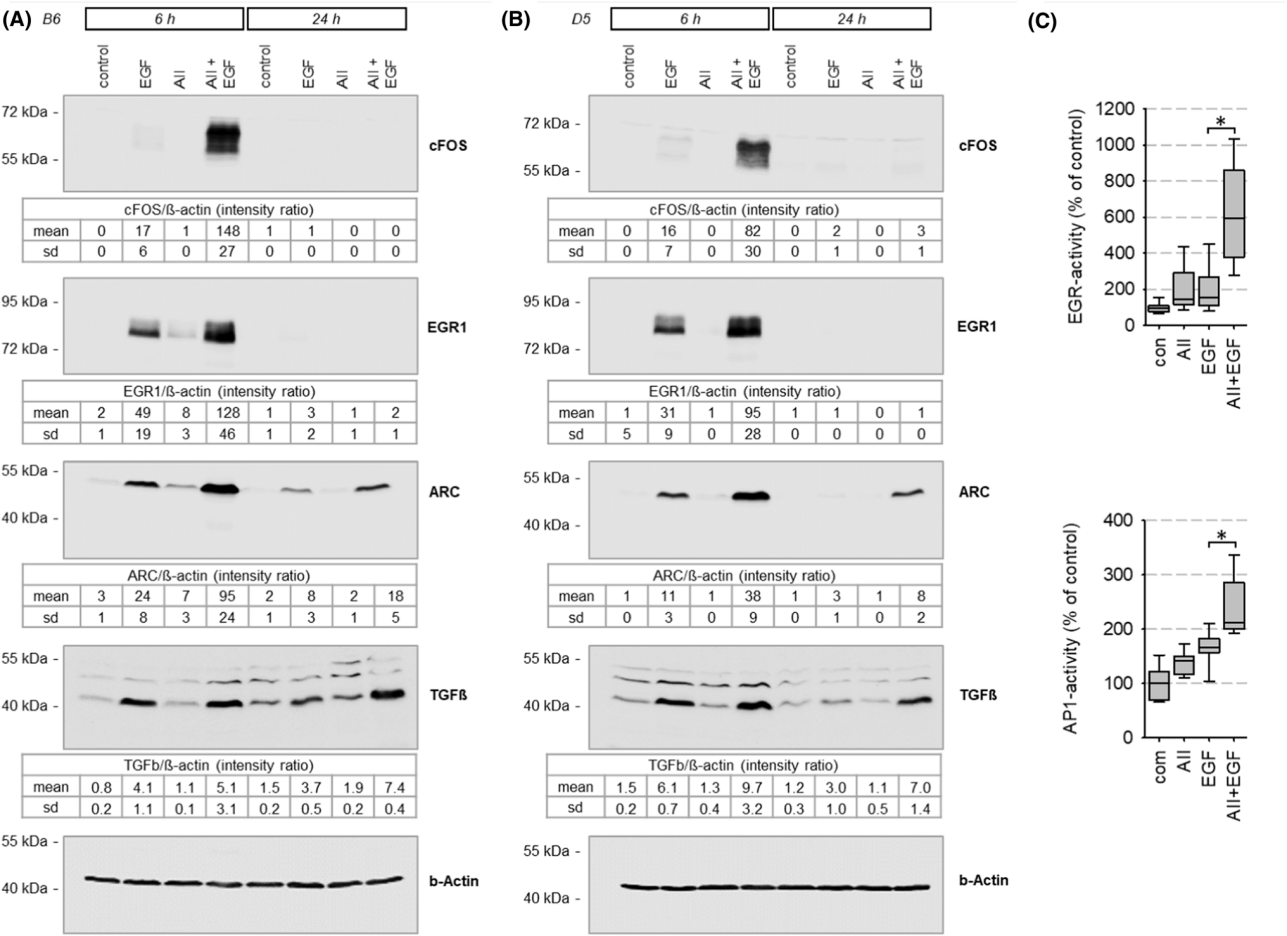

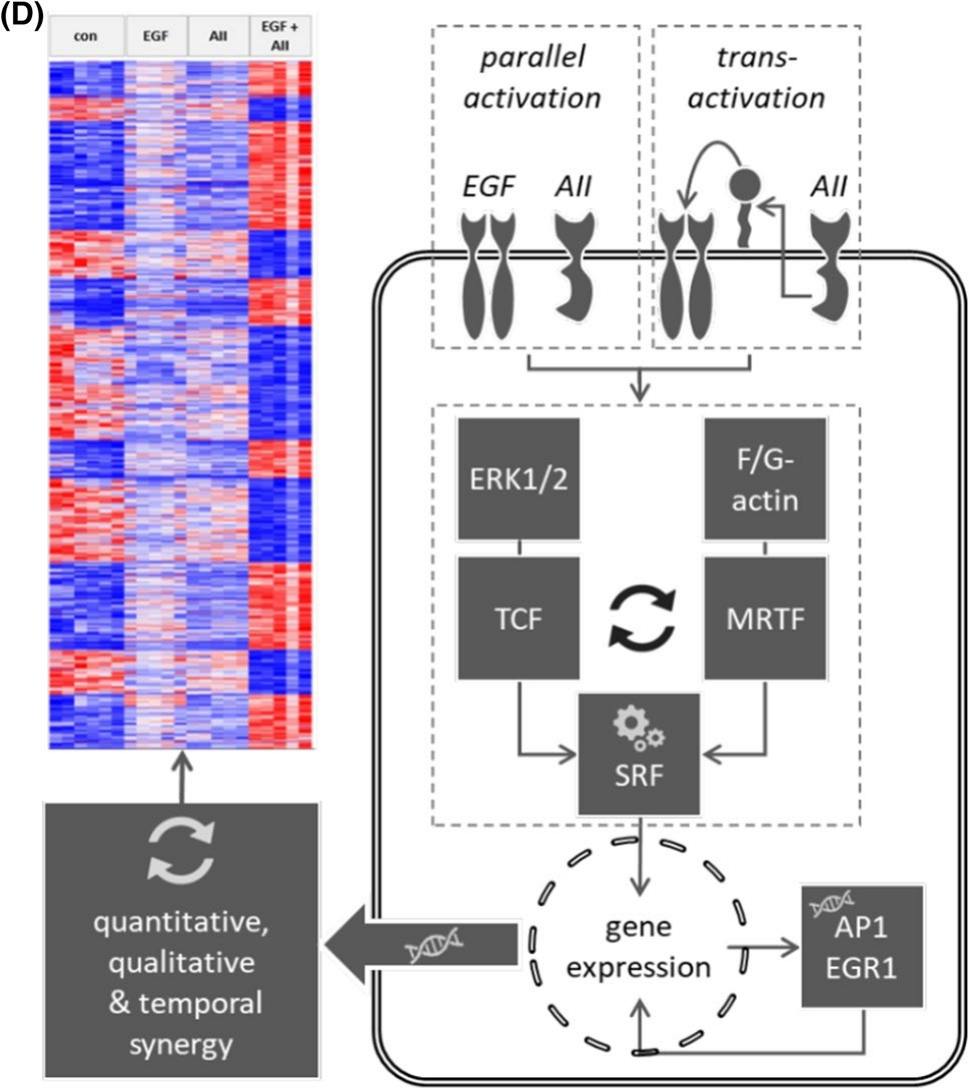
**(A, B)** Synergistic effect of EGFR and AT1R on protein expression of known SRF target genes in stable transfected HEK293-AT1R clones B6 and D5. The tables show the data from three independent experiments. Synergistic effect of EGFR and AT1R on **(A)** AP1- and **(B)** EGR-mediated transcriptional activity in HEK293 cells transfected with AT1R. T = 24 h. 1 nmol/l AII, 10 µg/l EGF, N(AP1) = 12, N(EGR) = 24. *p < 0.05. **(D)** Graphical summary of AT1R-EGFR-synergism

EGFR-AT1R synergism with respect to EGR1 and cFOS upregulation at the protein level also translated into enhanced EGR- or AP1-mediated transcriptional activity, determined by reporter assays (Figs. 6C, SF19). Since EGR and cFOS transcription factors are SRF-induced genes, these data underscore the evidence that the synergism observed at the level of SRF activity is of relevance for transcriptional regulation.

Finally, latrunculin + U0126 significantly reduced the synergistic upregulation of ARC expression (SF19).

## Discussion

Our study describes EGFR-AT1R synergy with respect to gene expression regulation by SRF, AP1 and EGR at the single cell level. Both receptors elicit an effect of their own, yet when activated simultaneously, the resulting effect is significantly larger than the sum of the individual effects. EGFR-AT1R synergy can occur independent of EGFR transactivation (simultaneous exogenous activation of both receptors) but also occurs during AT1R-induced EGFR transactivation (indirect simultaneous activation of both receptors) playing most probably a widespread role (Figs. 6D, SF20). Both of the two SRF activation pathways, actin-MRTF-SRF and the ERK1/2-TCF, mediate, at least in part, this synergy. Furthermore, our study shows at the single cell level that the extracellular signals EGF and AII, via EGFR and AT1R, are encoded heterogeneously in individual cells with respect to SRF activity, leading to two different categories of responses, i.e. switch-like (digital) or graded (analogue), similar to NFkB responses elicited by TNF [34]. The digital response appears somewhat faster and, in relative terms (fold change), somewhat stronger. Mere cell population data would not allow distinguishing these mechanisms, because digital and analogue responses appear similar at the population level, although the biological significance may vary substantially (compare 100/100 cells with a below threshold change to 10/100 with a tenfold stronger above threshold change that induced a transcriptional response). Digital responses allow dynamic encoding for groups of cells, whereas analogue responses enable single cells of dynamic encoding. The combination of cell individual analogue and digital responses allows more checkpoints, better fine-tuning and therefore enhanced transmission diversity and safety in cell ensembles. Furthermore, subpopulations of cells with different response pattern can exist, enhancing transmission versatility of cell assemblies further. From the viewpoint of a single cell, signal transmission works like a dimmer-switch. The switch is not simply turned “on” and “off”, but can be regulated to different intensities in the “on” state.

Mechanistic analysis of the synergistic effect at the single cell level, using SRF activity as readout, also revealed a combination of digital and analogue effects, i.e. a graded response with threshold [34] that requires EGFR and cSRC activity for initiation and involves actin-MRTF-SRF as well as ERK1/2-TCF signalling. Thus, the synergism works like a dimmer-switch, too. Our data on EGFR trafficking and EGFR-AT1R protein–protein interaction indicate that signalling interaction starts at the receptor level, although the mechanistic details will have to be investigated in future studies. However, different EGFR abundance due to decelerated degradation or enhanced EGFR-phosphorylation is not responsible. Simultaneous activation of EGFR and AT1R not only leads to synergistic activation of SRF and expression of selected SRF-regulated genes (e.g. cFOS, EGR, and ARC) but to the synergistic regulation of a substantial part of the transcriptome (> 1500 protein coding genes).

EGFR-AT1R synergism with respect to the transcriptome is apparent by the number of regulated genes that is much higher than the sum of genes regulated by EGFR or AT1R activation alone, i.e. synergism exerts a qualitative effect extending the group of regulated genes, with the repression of regulation for only a small number of genes. Furthermore, there is also a quantitative, although less pronounced, component because the extend of regulation for most of the genes affected by single as well as synergistic stimulation was larger when both receptors were activated, at least in the initial phase.

Besides influencing the identity of regulated genes, EGFR-AT1R synergism also affected the time course of transcription. During separate activation of AT1R or EGFR, the number of regulated genes decreased sharply, even to zero in the case of AT1R. In contrast, simultaneous stimulation of EGFR and AT1R resulted in 596 genes regulated after 24 h. In relative terms, this is a very strong synergistic effect because the number of regulated gene increases by a factor of ~ 20 (596 genes by EGF + AII versus 29 genes by EGF and 0 by AII). For 1/3 of the genes, synergism results in prolongation of regulation (i.e. regulated at 6 and 24 h; examples are ARC and TGFß) whereas for 2/3 of the genes synergism implied exclusive late onset regulation that was observed only for a very small number of genes during EGFR activation.

Gene ontology enrichment and IPA^®^ pathway analysis indicate that besides SRF, EGR and AP1 transcription factors are major targets of the synergistic action. The synergistic effects of EGFR and AT1R activation on EGR1 and cFOS expression as well as on EGR and AP1 reporter activity support this prediction. Furthermore, our single cell cFOS expression analysis shows that AP1 activation results indeed from SRF activation. Although we did not analyse EGR expression at the single cell level, we assume that there is a similar link. With respect to cFOS, we show that AII has a major impact on the time course of EGF-induced cFOS expression, resulting in a prolonged upregulation, due to slowed downregulation after induction. Together, the data suggest that EGFR-AT1R synergy lead to a qualitative and temporal change in the transcription regulator pattern and thereby to the synergy at the transcriptome level. IPA^®^ upstream regulator analysis supports this hypothesis predicting a prolonged activity of, e.g. AP1 after 24 h. Furthermore, synergistic AT1R-EGFR-activation is predicted to employ additionally NUPR1, FLI1, and GLI1 as prolonged transcriptional regulators (ST05). Upstream, IPA^®^ pathway analysis identified significant similarities of the 6-h synergy with, e.g. STAT3, BAG2, HIF1α and PI3K/AKT canonical pathways. In addition, TGFB1 is among the mediators of synergistic action, also confirmed by enhanced expression at the protein level. Of note, IPA^®^ pathway analysis indicates the synergistic sustained downregulation of a variety of microRNAs, including miR-149-3p, -185-3p, -328-5p, -361-3p and -762. The underlying mechanism(s) and the possible relevance are unknown at present and have to be addressed in future studies. Further predicted downstream consequences (i.e. cellular impact) of the synergy comprise, as expected, several terms related to cancer but also cardiovascular terms. Several recent studies [4, 35–37] suggest a potential role for AT1R in tumour biology/cancerogenesis. Although AT1R-EGFR crosstalk has not yet been investigated in this context in detail, our data suggest that AT1R-EGFR synergy may play a role also in tumour biology [38]. The predicted consequences include furthermore hypoxia-like response (HIF1α-signalling, VEGF-signalling-pathway), altered carbohydrate metabolism and response to unfolded protein/endoplasmic reticulum stress, indicating that the synergism plays a relevant role for AT1R pathophysiology.

High- and low-affinity binding sites for EGF on living cells have been identified that most probably reflect cytoplasmic domain interactions and different conformational states. The K_D_ values are in the range of *K*_D_ ≈ 0.1–0.3 nmol/l and *K*_D_ ≈ 1–10 nmol/l, respectively [39–41], corresponding to the concentrations used in this study. Furthermore, high- and low-affinity interactions between EGFR and its ligands activate different signalling pathways, with high-affinity sites activating, e.g. ERK1/2 and AKT and low-affinity binding activating, e.g. Signal transducers and activators of transcription and Phospholipase C-gamma 1 [40]. In parallel to the wide range of interaction affinities, determination of in vivo EGF concentrations shows a wide and heterogeneous range depending on different parameters, like tissue or fluid type, species, age, sex, stress or health condition. Values extend from mid-picomolar to moderate nanomolar levels [42–47]. With respect to the cardiovascular system, the alpha-adrenergic-induced increase in plasma EGF from baseline concentration of ≈ 0.2 nmol/l to concentrations of above 5 nmol/l is of relevance. Sympathetic nerve stimulation led to a substantial increase in plasma EGF, too [48]. Furthermore, EGF concentrations in urine and renal tissue are also in the upper range and can exceed plasma levels by a factor of 1000 reaching values above 10 nmol/l [47, 48]. Thus, the concentrations used in our study are in a range comparable to the in vivo situation. Since EGF can be released to act locally (auto- or paracrine) followed by subsequent internalisation and degradation, the effective micromilieu concentrations may be even higher. Our results under coculture conditions reflect the situation during paracrine stimulation and show synergy under these conditions, too. The fact that we observed a synergism not yet at 1 µg/l (≈ 0.15 nmol/l) but at 10 µg/l (≈ 1.5 nmol/l) EGF supports our hypothesis of a relevance under pathophysiological or stress conditions.

As mentioned in the introduction, several cell types express EGFR and AT1R [4], including vascular, cardiac and renal cells, adipocytes, immune cells as well as cells of the central nervous system. Therefore, these cell types are potentially subject to the synergy that we observed at concentrations of EGF and AII occurring in vivo. The relevance of the described synergy results from the qualitative change in signalling pattern during simultaneous AT1R and EGFR activation, resulting in the strong increase of SRF activity (without, e.g. synergistic ERK1/2 activation) that is followed by respective transcriptome alterations (Fig 6D). In cells expressing HB-EGF, simultaneous activation of AT1R and EGFR can be induced by angiotensin II alone in an autocrine fashion, via the release of membrane-bound EGFR ligand. Sole activation of AT1R or EGFR exerts clearly different effects, the sum of which is still different from the observed synergy. Thus, cells can distinguish between direct EGFR action and transactivation and respond with differentiated transcriptional programs. Since SRF is a transcription factor of major importance for the activity of many immediate early genes and thereby participates in cell cycle regulation, apoptosis, cell growth, and cell differentiation, alterations of its activity can have a broad impact, especially for cells of the reno-cardiovascular system. With respect to VSMC, SRF activation via the MRTF pathway is predicted to interfere with cell differentiation, which is relevant during vascular remodelling when VSMC undergo phenotypic switching. Now, the precise nature of this impact in vivo has to be addressed in future studies.

Overall, the effect of AT1R-EGFR synergy on gene expression results from (i) a prolonged activation and (ii) includes the recruitment of additional transcriptional regulatory pathways. Consequently, this supports cellular stress events, thereby inducing dysregulation of tissue homeostasis (parainflammation), a known pathophysiological (and EGFR-dependent) consequence of AT1R overstimulation in the cardiovascular system. Furthermore, AT1R enhances the tumorigenic and proliferative effects of EGFR, which may be part of its recently discussed role in tumour biology.

## Methods

### Cell culture

HK2 (human proximal tubule epithelial cell line, ATCC Cat# CRL-2190, RRID:CVCL_0302) and HEK293 (human embryonic kidney cell line, ATCC Cat# CRL-3216, RRID:CVCL_0063) were obtained from ATCC. Both cell types were cultivated in DMEM/Ham’s F-12 medium (FG 4815, Biochrom, Berlin, Germany), supplemented with 10% foetal calf serum (FCS). Medium was changed to DMEM without FCS prior to addition of stimuli. We used HK2 cells in the initial phase of the study to exclude the possibility that the observed effects on SRF activation is a HEK293 specific phenomenon. Our data show that this is not the case. A7r5 cells (ATCC, ATCC Cat# CRL-1444, RRID:CVCL_0137) were cultivated in DMEM medium. Stable transfected AT1R-HEK293 cells were obtained by cotransfection with pBABEpuro, incubation with 2 µg/ml puromycin and 10 µmol/l losartan (to prevent AT1R activation by residual AII in serum) and limited dilution cloning.

### Next-generation sequencing

Total RNA was isolated as described [49]. Total RNA was isolated by TRIzol Reagent (Invitrogen Life Technologies, Darmstadt, Germany). RNA was washed twice with ethanol and genomic DNA contamination was removed. To do so, one µg of total RNA was treated with 2.0 units of DNase I (RNase-free) (New England Biolabs, Frankfurt am Main, Germany) at 37 °C for 10 min, followed by enzyme inactivation at 75 °C for 10 min for the samples from transiently transfected cells. Samples from stably transfected cells were treated with “Turbo DNAse-free kit” (Invitrogen Life Technologies, Germany) using the “rigorous DNAse treatment” protocol described by the manufacturer and precipitated with 3 M sodium acetate, glycogen and 100% ethanol. The RNA quality was analysed on a 2100 Bioanalyzer (Agilent Technologies GmbH, Waldbronn, Germany). All samples had a RNA Integrity Number (RIN) above 7, whereby RIN 10 indicates maximum quality of the samples.

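RNA of HEK293 cells, an established human embryonic kidney cell line, was sequenced after transient transfection with AT1R. Cells were left untreated (control) or received AII (1 nmol/l), EGF (10 µg/l) or AII+EGF for 6 h or 24 h. Each of the 4 conditions had 4 libraries after 6 h. After 24 h there were 4 libraries each of control, AII and EGF, and 3 of AII+EGF were used. The authors deposited the number of reads counted on each of 57773 annotated genes, without normalization. After 6 h the total count per library was 4445377 to 6168318 in control (median 5630505), 3881841 to 6235826 with AII (median 5468918), 5738377 to 8540815 with EGF (median 6611511) and 5518193 to 7071086 with AII+EGF (median 6301390). After 24 h the totals were 10127528 to 20773469 in control (median 15660882), 9781961 to 29515952 with AII (median 10782058), 9864782 to 20229074 with EGF (median 12031553) and 6646227 to 33070903 with AII+EGF (median 12473906). The higher totals after 24 h did not give more counts on protein-coding genes throughout. These genes held 81.4% to 84.7% of the counts after 6 h and 20.8% to 63.4% after 24 h, when genes of U1 small nuclear RNA alone took 8.90% to 57.2% of a library. The spread between replicates was also wider after 24 h, with a biological coefficient of variation of 29.1% against 10.6% after 6 h. No pair of libraries of a condition differed by less than the sampling noise (chi-square per gene at least 2.07 after 6 h and 20.1 after 24 h). This argues against a library sequenced again, and every library was counted as a replicate. It cannot tell separate cultures from separate preparations of the same culture. Separate cultures are assumed, since the labels give no replicate numbers. From the counts, TMM normalization and edgeR's quasi-likelihood test were computed separately for the 6 h and 24 h tables. Genes with low counts were removed with filterByExpr, which left 18618 genes after 6 h and 22174 after 24 h. The filter on low counts, the thresholds, the test, the library series as a block and the non-coding RNA in the 24 h libraries are choices that changed the numbers of regulated genes.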

Paired-end sequencing (2 × 101 or 2 × 150 bp) was performed with HiSeq2000 (Core Unit DNA Technologies of the Faculty of Medicine, University Leipzig, Germany) and NovaSeq6000 (Novogene (UK) Co., Ltd, Cambridge, UK) Illumina systems for samples from transiently and stably transfected, respectively. Libraries were prepared with indexed adapters. Quality control (fastQC, v0.11.3, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was performed on the data provided by the service companies. For the data from transiently transfected cells, the adaptors were removed using cutadapt v.1.8.1 [50], while adaptors were already clipped in the data provided by Novogene (UK) Co. for the samples from stably transfected cells. Read mapping was done with Tophat2 (2.0.14, parameters: -r 50 –g 20 –b2-N 1) [51] (human genome *hg19*) and HISAT2 (2.1.0) [52] (*hg38*) for transiently and stably transfected samples, respectively. Counting was done with featureCounts (1.4.6 and 2.0.0) [53]. Genes were annotated using BiomaRt (R package v2.36.1) [54] to access Ensembl archives v75 and v100 for the analyses of transiently and stably transfected samples, respectively.

### Differential expression analysis and gene ontology enrichment analysis

For transiently transfected cells, normalisation was performed using R package EdgeR (3.4.2) [55] from Bioconductor (https://www.bioconductor.org/). The counts were normalised using the “trimmed mean of M values” (TMM) method. A false discovery rate (FDR) of 0.05 was used to determine if genes were significantly regulated. Additional filters such as FPM (fragments per million) > 5 and Fold Change > 1.5 were applied.

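With an FDR below 0.05 in edgeR's quasi-likelihood test, FPM above 5 and a fold change above 1.5, no gene was called regulated by AII after 6 h in transiently transfected cells (0 genes, with 845 at an unadjusted p under 0.05 against 931 given by chance). EGF regulated 322 genes, of which 194 were higher and 128 lower than in control. AII+EGF regulated 363 genes, 258 higher and 105 lower. Of these, 287 of the EGF genes (89.1%) and 326 of the AII+EGF genes (89.8%) were protein coding. The alternative that moved these numbers most was to drop the FPM and fold change filters, which gave 1112 genes for EGF and 1136 for AII+EGF. The direct comparison of AII+EGF with EGF called 0 genes (1352 at an unadjusted p under 0.05), and the interaction of AII and EGF on the log2 scale also called 0 (1491 at an unadjusted p under 0.05). In counts simulated for the same genes and libraries, with 200 genes changed 2-fold, 97% of the genes changed by AII and 89% of those with an interaction were called. Of genes changed 1.5-fold, 44.5% and 25% were called. Without the FPM and fold change filters, these shares were 80% and 31.5%, so that for AII most of the loss came from the filters. Most simulated interactions of this size were not called with or without the filters. With the fitted AII+EGF effects such simulations called 692 genes against the 363 observed, so these shares are not lower limits. The changed genes were drawn only from those whose mean FPM over all libraries lay above a limit higher than the FPM filter. FOS, EGR2, EGR3 and ARC lay below this limit after 6 h, so the shares do not cover them.

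EGF and AII+EGF shared 217 genes regulated in the same direction. In simulated groups without any change, set against the same control libraries, 0.1 genes were called on average for EGF and 0.25 for AII+EGF, with 0 shared; with so few calls, this does not measure what the shared controls add to the overlap. The 146 genes called with AII+EGF but not with EGF all had the same sign with EGF, and 120 of them had an unadjusted p under 0.05 there. Where EGF was simulated without effect against the same controls, 67.9% of such genes had the same sign.

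After 24 h, AII again regulated 0 genes (552 at an unadjusted p under 0.05). EGF regulated 7 genes and AII+EGF 6 genes, all higher than in control. The EGF genes were RGS16, EGR1, ASNS, NEFM, CLU, SCARA5 and HERPUD1, and the AII+EGF genes were YARS, SLC7A11, EGR1, ASNS, CLU and ATF4. Of these, EGR1 was named from the paper. ASNS and SLC7A11 were named by a rule, for their large rise with AII+EGF in these same data. The other names were chosen after their values were seen. AII+EGF differed from EGF in 0 genes (747 at an unadjusted p under 0.05), and 0 genes had an interaction (525 at an unadjusted p under 0.05). These numbers depended on the processing more than those after 6 h, with 52 genes for EGF and 30 for AII+EGF in DESeq2, 35 and 32 with the library series as a block, and up to 121 for AII+EGF without the filter on low counts. SLC7A11 was also called with EGF in DESeq2 (adjusted p = 0.0016) and with the series block (adjusted p = 0.027, edgeR), against an adjusted p of 0.075 in edgeR without the block; over all alternatives it was 0.00092 to 0.24. Among simulated genes, drawn above the same limit as after 6 h, a 2-fold interaction was called in 39% after 24 h and a 2-fold AII effect in 93%. At the standard errors of the real libraries, however, a 2-fold interaction would pass a Bonferroni threshold in 3.02% of the 12271 genes above 5 FPM and a 2-fold AII effect in 36.3% of 12267, a threshold stricter than the FDR, so most 2-fold effects would not pass it after 24 h.

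Among genes called with AII+EGF after 6 h and separated from control in every library, the largest rises were those of ETV5, EGR1 and GPR50 and the largest falls those of SRGAP3, AMZ2P1 and FUT2. Their log2 fold changes with AII+EGF were 5.87, 4.64 and 3.63, and -1.47, -1.36 and -1.36. EGF alone gave 5.64, 4.48 and 3.56, and -1.02, -1.10 and -1.43. None of these genes was called between AII+EGF and EGF, so they do not set the combination apart from EGF. ETV5 had 0 to 2 counts in the control libraries and 37 to 85 with AII+EGF. GPR50 rose by 3.63 on the log2 scale (standard error 0.37, adjusted p = 6.9e-07, edgeR). SRGAP3 fell by 1.47 (standard error 0.26, adjusted p = 0.00084, edgeR), and AMZ2P1, a pseudogene whose reads the counting could have split with a similar gene, fell by 1.36 (standard error 0.20, adjusted p = 0.00011, edgeR). FUT2 fell by 1.36 (standard error 0.34, adjusted p = 0.015, edgeR), a call that was lost without the control library c02 or the AII+EGF library c07 or c16 (adjusted p = 0.096, 0.055 and 0.063, edgeR). After 24 h the largest rises with AII+EGF were those of EGR1, SLC7A11 (log2 fold change 1.47, standard error 0.21, adjusted p = 0.0047, edgeR) and ASNS (log2 fold change 1.34, standard error 0.17, adjusted p = 0.0018, edgeR). EGF alone gave log2 fold changes of 2.53 for EGR1 (2.95 with AII+EGF), 1.00 for SLC7A11 and 0.96 for ASNS. With EGF alone, ASNS lost its call in 5 of the 8 fits that left out a library (adjusted p up to 0.17, edgeR). SLC7A11 lost its call without the AII+EGF library b15 (adjusted p = 0.12, edgeR).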

For stably transfected cells, differential expression analysis was performed using R packages EdgeR (3.28.1) [55] and DESeq2 (1.26.0) [56] from Bioconductor (https://www.bioconductor.org/). During DESeq2 analysis, genes were filtered for those with at least one normalised count in more than five replicates. The counts were normalised using the “trimmed mean of M values” (TMM) method for edgeR analysis. A false discovery rate (FDR) of 0.01 was used to determine if genes were significantly regulated. Only the genes that were found regulated with both tools (overlap of the analysis outputs) were considered for further analysis steps. In addition, genes with abs(log2 Fold Change) ≥ log2(1.5) and with more than 5 FPM on average (in control samples when downregulated and in treated samples when upregulated) were filtered.

Raw data are publicly available on the GEO (Gene Expression Omnibus) database (https://www.ncbi.nlm.nih.gov/geo). GEO IDs: GSE162770.

Gene ontology enrichment analysis was performed by g:Profiler (http://biit.cs.ut.ee/gprofiler/; [57]). Ingenuity Pathway Analysis (IPA) software (Qiagen, Hilden, Germany) was used for functional analysis (Canonical Pathways, Upstream Regulator and Downstream Effects Analyses; these features are not included in g:Profiler) on the lists of regulated genes (results of the differential expression analyses). Their Ensembl identifiers were mapped to networks available in the software database. For the canonical pathway analysis, enriched pathways were ranked according to how relevant they were for the genes provided as input. Multiple testing was performed using the Benjamini–Hochberg (B–H) procedure. Analyses were corrected for multiple testing as described for the corresponding tools.

### Single-cell reporter gene analysis by digital high-content microscopy

We assessed activity of the transcription factors SRF, EGR1 and AP1 by reporter gene assays. Changes in the expression of the reporter gene are a measure for transcription factor activation. Thus, we measured reporter gene activity under different conditions, calculated the changes versus control and denominated these values transcription factor activation (e.g. SRF activation). Reporters for SRE (sequence GGATGTCCATATTAGGA) or Egr-1 (sequence CGCCCCCGCG), AP1 (sequence TGAGTCAG) transcription factors were purchased from Qiagen, Hilden, Germany. 

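In the human genome build GRCh37, the build that hg19 corresponds to, the SRE sequence GGATGTCCATATTAGGA has a single exact match, counting both strands. It lies on the plus strand of chromosome 14 from 75745211 to 75745227, 302 bp upstream of the annotated start of FOS (ENSG00000170345, chromosome 14 from 75745529 to 75748933). The shorter element CGCCCCCGCG has 1681 exact matches in the genome, too many to assign to a gene.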

We used the Cignal™ System (http://www.sabiosciences.com/reporterassays.php) with Monster-green fluorescent protein (MGFP) as reporter. The respective transfection control was red fluorescent protein (RFP) under the control of a constitutive CMV promoter. After transfection with Polyfect (Qiagen, Hilden, Germany), cells were incubated as described in the figure legends and reporter activity was determined as recommended by the manufacturer by digital fluorescence microscopy (Cytation 3, BioTek, Bad Friedrichshall, Germany or the PerkinElmer Operetta CLS™ high-content screening system). To determine the cellular responses, first transfected cells were identified according to their red fluorescence (Ex 586/15 nm; Em 647/57 nm; DM 605 nm; LED 590 nm) and their number, mean fluorescence intensity, area, circularity and integral fluorescence intensity determined. Cell identification and determination of the parameters was performed with the Gen5 2.09 software (BioTek, Bad Friedrichshall, Germany). For this purpose, the object recognition parameters (background fluorescence, threshold fluorescence change, rolling ball diameter, object minimum and maximum size, light exposure time, light intensity, gain of image acquisition) were determined during three independent training experiments and subsequently applied to all experiments, making them comparable. Second, the mean green fluorescence intensity (Ex 469/35 nm; Em 525/39; DM 497 nm; LED 465 nm) of the red cells as well as the integral green fluorescence of red cells was determined, using the same routine as for red cells. Finally, red cells that were also green were identified and their number, mean fluorescence intensity, area, circularity and integral green fluorescence integral. The change in fraction of red cells (= transfected cells that could respond) that show a green signal (= active SRF) corresponds to the digital response (switching on of previously inactive cells). The change in green fluorescent intensity of green cells corresponds to the analogue response (enhancing the activity of already activated cells). The overall response to a stimulus is the change in green fluorescence (= SRF activity) of all red cells. This overall response results from the changes in digital and the analogue component (Δoverall = Δdigital x analogue). We compared relative Δdigital and Δanalogue to calculate their contribution. For example: if Δdigital = + 200% and analogue = + 100%, Δdigital is assumed to contribute 2/3 of the overall effect.

Supplementary figure SF01 shows a typical image obtained by digital high throughput microscopy and automated online object analysis. There was reliable identification of transfected cells (red fluorescence from dsRED-construct) and responding cells (green fluorescence from Cignal^®^ SRE-GFP construct). Detailed subanalysis confirmed that all responding cells showed also red fluorescence, indicating that both plasmids were taken up and the coded proteins expressed. This conclusion was confirmed by transfection with constitutive active Cignal^®^ GFP construct together with dsRED. SF01 B shows that virtually all red cells were also positive for green fluorescence. Similar results were obtained for HK2, HEK and A7r5 cells. Transfection with an inactive Cignal^®^ GFP construct resulted in no detectable SRE activity (SF01 B). Whereas the fraction of SRE-positive cells under basal conditions, i.e. cells with an activated SRF-pathway in media free of serum and mediators, was very low (SF01 C), overexpression of EGFR, known to induce strong ligand-independent signalling, resulted in > 80% of SRE-positive cells in relation to transfected cells. Overexpression of the membrane-bound EGFR ligand HB-EGF resulted in > 50% of SRE-positive cells (SF01 C). Overexpression of AT1R (angiotensin II receptor type 1) did not affect basal SRF activity (SF01 C). The number of transfected (= red) cells, their morphology and red fluorescence intensity was stable for at least 48 h (SF01 D). Supplementary figures SF01 E and F show that HEK293 (E) and HK2 cells transfected with the SRE-GFP- and dsRED-constructs only, are not responsive to AII but to EGF. To exclude cell type-specific effects, various experiments were performed in HEK293 and in HK2 cells. Results for HK2 cells are shown as supplementary figures.

### Quantitative RT-PCR

Total RNA was isolated as described above. Reverse transcription (RT) reaction of Dnase-treated total RNA was performed with random primers using a SuperScript II reverse transcriptase (Invitrogen, Life Technologies, Darmstadt, Germany) according to the kit’s manual. Gene expression analysis was carried out as described before [23, 58]. 1 µl cDNA was used in real-time RT-PCR (CFX96 Touch Real-Time PCR Detection System, BioRad, Munich, Germany or 7900HT Fast Real-time PCR system, Applied Biosystems, via Thermo Fisher Scientific, Karlsruhe, Germany). After initial denaturation at 95 °C for 10 min, cDNA was amplified by 40 cycles of 95 °C for 30 s, 60 °C for 30 s, 72 °C for 30 s, followed by 72 °C for 5 min to allow complete extension. Gene expression was normalised to the expression levels of eukaryotic 18S rRNA, CANX and GAPDH. qPCR efficiency was > 90%. The relative mRNA expression of the genes of interest was calculated according to the 2^−ΔΔCt^ method, using the housekeeper signal for normalisation. Each sample was analysed as triplicate. Values are expressed as mean difference between wild type and knockout or between control and stimulation, respectively, ± standard error of mean. 

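The primer pairs for the immediate early genes FOS, ARC, EGR1, EGR2 and EGR3 each match GRCh37 at a single place. FOS (ENSG00000170345) is on chromosome 14; its sense primer CGGGCTTCAACGCAGACTA lies in the coding sequence of exon 1 (75745696 to 75745714) and its antisense primer in that of exon 3 (75747339 to 75747359). ARC (ENSG00000198576) is on chromosome 8, with both primers in its untranslated region, in exon 1 (143693889 to 143693909) and exon 2 (143693577 to 143693597). The EGR1 primers lie on chromosome 5 in the coding sequence of exon 1 (137801699 to 137801717) and exon 2 (137802467 to 137802486). Those of EGR2 lie on chromosome 10, in the untranslated region of exon 1 (64576004 to 64576023) and the coding sequence of exon 2 (64574139 to 64574158), and those of EGR3 on chromosome 8 in the coding sequence of exon 1 (22550409 to 22550428) and exon 2 (22548896 to 22548915). The CANX primers lie on chromosome 5 in exons 7 and 8. Of the GAPDH primers, the sense sequence has 3 matches in the genome and the antisense sequence 15.

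In the RNA-seq libraries of transiently transfected cells after 6 h, FOS had 0.985 ± 0.353 FPM in control, 1.56 ± 0.34 with AII, 5.12 ± 1.02 with EGF and 6.60 ± 1.49 with AII+EGF (mean ± SD, n = 4 libraries each). Its log2 fold change against control was 2.34 with EGF (standard error 0.31, adjusted p = 3.2e-05, edgeR) and 2.68 with AII+EGF (standard error 0.30, adjusted p = 2.9e-06, edgeR). The FOS values rest on 3 to 51 counts per library. AII+EGF and EGF were not distinguishable for FOS (exact permutation test, two-sided, p = 0.17, n = 4 against 4). EGR1 rose from 2.25 ± 0.72 FPM in control to 51.5 ± 3.6 with EGF and 57.7 ± 8.5 with AII+EGF, and over all libraries these treatments again did not differ beyond the spread (exact permutation test, p = 0.29). The labels do not give a library series after 6 h, and the libraries were divided into 2 series where the order of conditions starts again. Within each of these series, however, both AII+EGF libraries lay above both EGF libraries. The mean difference was 9.74 FPM in the first and 2.59 in the second. An exact permutation test within the series, added after the values were seen, gave p = 0.056 for EGR1 and ARC, the smallest p it allows, 0.11 for FOS and EGR3 and 0.22 for EGR2. With the series as a block, the adjusted p of EGR1 for AII+EGF against EGF was 0.65 (edgeR). EGR3 had 1.11 ± 0.19 FPM in control, 7.43 ± 0.99 with EGF and 9.84 ± 1.47 with AII+EGF (exact permutation test of AII+EGF against EGF, p = 0.086). ARC had 1.61 ± 1.07 FPM in control, 2.05 ± 0.75 with AII, 9.95 ± 1.58 with EGF and 18.3 ± 2.4 with AII+EGF. Every AII+EGF library had more ARC than every EGF library (exact permutation test, p = 0.029, the smallest p that 4 against 4 allow), with a log2 difference of 0.88 (standard error 0.20), but among all genes tested the adjusted p was 0.58 (edgeR). With DESeq2 the adjusted p of ARC was 0.052, and over all alternatives in edgeR and DESeq2 it was 0.0012 (without the filter on low counts) to 0.96 (without the AII+EGF library c16). EGR2 had too few counts for the test across genes, with 1 to 4 counts per control library and 9 to 18 with AII+EGF.

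**Figure D1:**
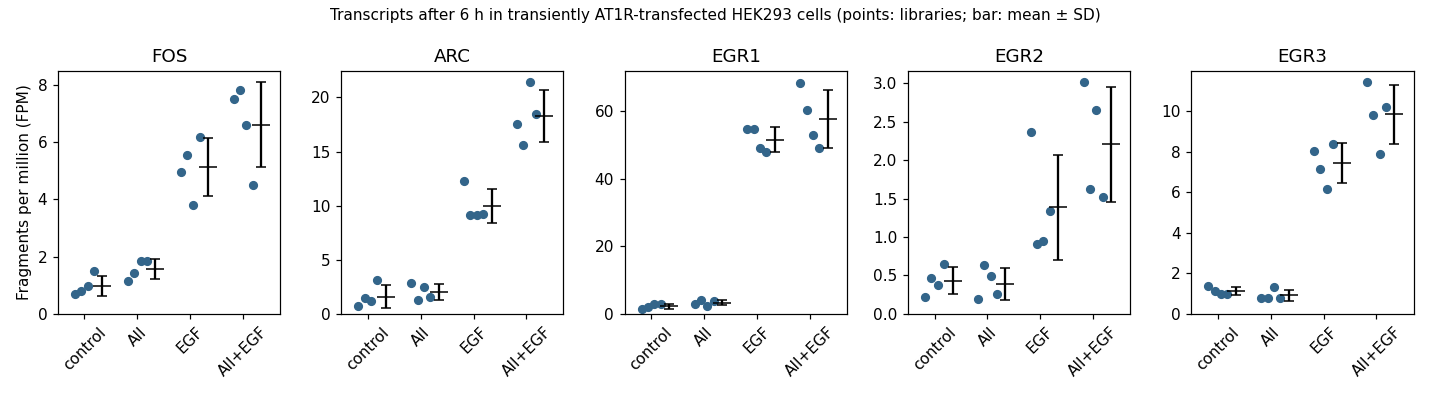
FPM (vertical axis, linear, starting at 0) of FOS, ARC, EGR1, EGR2 and EGR3 after 6 h in control, AII, EGF and AII+EGF libraries. Points are single libraries and the bar beside them gives the mean ± SD of 4 libraries; only for ARC, among the genes shown, do all AII+EGF libraries lie above all EGF libraries.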

The following primers were used (sense, antisense): cFOS (CGGGCTTCAACGCAGACTA, TATCAGTCAGCTCCCTCCTCC), ARC (GGGAGAGTAGAAGTCGCACAC, CTCTGATTCTTCTCCAGGCGG), EGR1 (CAGCACCTTCAACCCTCAG, CAGCACCTTCTCGTTGTTCA), EGR2 (GACAGGAGAGAGTCAGTGGC, TTCTAGGTGCAGAGACGGGA), EGR3 (GGTGACCATGAGCAGTTTGC, TAGGTCACGGTCTTGTTGCC), 18S rRNA (GCATATGCTTGTCTCAAAGA, CCAAAGGAACCATAACTGAT), CANX (ACACAAAAACCCCAAAACGG, CTGGGTCCTCAATTTCACGT) and GAPDH (AAGGTGAAGGTCGGAGTCAA, AATGAAGGGGTCATTGATGG).

### Immunoblotting

For protein expression level determination, cells were lysed with CST lysis buffer (20 mM Tris, pH 7.5 (Illinois Tools Works companies), 150 mM NaCl (Roth), 1% Triton X-100 (Sigma-Aldrich), 1 mM EDTA (Merck), 1 mM EGTA (Sigma-Aldrich), 184 mg/L Na-orthovanadate (Sigma-Aldrich), 2.5 mM Na-pyrophosphate (Sigma-Aldrich), 1 mM β-glycerolphosphate (Sigma-Aldrich)), centrifuged at 13.000 g for 10 min and protein amount was determined with Bradford assay. Equal amounts of the proteins were denaturated with 6 × Laemmli buffer (0.5 M Tris pH 6.8 (Roth GmbH), 10% SDS (Roth), 10% Glycerol (Sigma-Aldrich)) at 95 °C for 5–10 min. Proteins were separated by 10% sodium dodecyl sulphate–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto a nitrocellulose membrane. After blocking with 5% nonfat dry milk powder in Tris-buffered saline with Tween20 (TBS-Tween) (20 mM Tris base, pH 7.4 (Illinois Tools Works companies), 150 mM NaCl, 0.05% Tween-20 (Sigma-Aldrich)) membranes were incubated with first antibody diluted in 5% bovine serum albumin (BSA) in TBS-Tween overnight. Horse radish peroxidase (HRP)-coupled secondary antibodies, 1:1000 in 5% nonfat dry milk powder in TBS-Tween) were used. After removal of unbound secondary antibody, three washing steps in TBS-TWEEN were performed. Finally Clarity™ Western ECL Substrate (Bio-Rad, Munich, Germany) was added and the peroxidase activity-based light emission was recorded by an imaging system (Image Quant LAS4000, GE Health care, Buckinghamshire, GB). The following antibodies were purchased from Cell Signaling Technologies, Frankfurt, Germany (phosphoERK1/2 #9101, RRID:AB_331646, 1:1000; ERK1/2 #4696, RRID:AB_390780, 1:1000; phospho-EGFR^Y1068^-XP #3777, RRID:AB_2096270, 1:200; EGFR XP #4267, RRID:AB_2246311, 1:1000; SRF #5147, RRID:AB_10694554, 1:1000; cFOS #2250, RRID:AB_2247211, 1:1000; cJUN #9165, RRID:AB_2130165, 1:1000; EGR1 #4154, RRID:AB_2097035, 1:1000; HSP90 #4874, RRID:AB_2121214, 1:1000; MRTF-A #14760, RRID:AB_2798598, 1:1000; MRTF-B #14613, RRID:AB_2798539, 1:1000; Elk-1 #9182, RRID:AB_2277936, 1:1000; phospho-Elk-1 #9186, RRID:AB_2277933, 1:1000; cSRC #2191, RRID:AB_2196189, 1:1000; phospho-cSRC^Y416^ #6943, RRID:AB_10013641, 1:1000; TGFß #3711, RRID:AB_2063354, 1:1000; ß-actin #3700, RRID:AB_2242334, 1:1000; GAPDH #2118, RRID:AB_561053, 1:1000; anti-rabbit-HRP #7074, RRID:AB_2099233; 1:1000). ARC (1:1000, ab183183, RRID:AB_2756512) and myocardin (1:1000, ab107301, RRID:AB_11128102) antibodies were purchased from abcam (Cambridge, UK), HB-EGF (1:1000, AF-259-NA, RRID:AB_354429) antibody from R&D Systems (Bio-Techne, Wiesbaden-Nordenstadt, Germany). Densitometry analysis was performed with Quantity One^®^ software from BioRad (Feldkirchen, Germany) and the relative expression values calculated under consideration of ß-actin or GAPDH expression as housekeepers.

### EGFR trafficking and immunofluorescence high-content imaging by digital microscopy

The PerkinElmer Operetta CLS™ high-content screening system was used for automated subcellular fluorescence imaging to determine EGFR distribution or co-occurrence of SRE-reporter activation and AP1 expression at the single cell level and its alteration by EGF and AII. For this purpose, HK2 and HEK293 cells were transfected in 60 mm Petri dishes with AT_1_R and EGFR-EGFP or SRE-Reporter, respectively, using Polyfect (Qiagen, Hilden, Germany). 24 h later, cells were harvested and seeded into pre-coated (Poly-l-lysine 0.1 mg/ml) glass bottom 96 well plates. When EGFR distribution was analysed, nuclei were stained using Hoechst 33342 (5 µg/ml) and the first measurement was performed followed by application of either 10 µg/l EGF, 1 nM AngII, or both. Digital microscopy was performed using a 40 × water immersion objective. Automated cell finding and identification routine with a 20 × objective was preceded.

To investigate the co-occurrence of SRE-reporter activation and AP1 expression, cells were stimulated as indicated above and incubated for 6 h. After cell fixation with 4% formaldehyde for 72 h at 4 °C, cells were permeabilized (0.1% Triton X-100 in TBS; 37 mg/l Na-orthovanadate) and blocked using 5% donkey serum in permeabilization buffer. cFOS primary antibody (Cell Signaling Technology Cat# 2250, RRID:AB_2247211, Frankfurt, Germany) was diluted 1:1000 in 1% BSA in permeabilization buffer and incubated overnight at 4 °C. Donkey anti-rabbit AlexaFluor568 secondary antibody (#A10042, Invitrogen Life Technologies, Darmstadt, Germany) was then diluted 1:500 in 1% BSA in permeabilization buffer and incubated for 1 h in the dark at room temperature. Nuclei were stained by diluting DAPI in PBS at 1 µg/ml and applied for 1 min in the dark at room temperature. Digital microscopy was performed using a 20 × objective. Subsequently, the images were analysed with the Harmony software and in-build routines after adjusting the necessary parameters.

### Proximity labelling mediated by engineered ascorbic acid peroxidase (APEX)

Proximity labelling was performed according to Paek et al. [32]. Cells were transfected with pcDNA5/FRT/TO-AT1R-APEX (0.5 µg/75 cm^2^) or pcDNA3-APEX2-NES (control for non-specific interaction) at 80% confluence using Lipofectamine. After 48 h, medium was replaced by labelling medium (DMEM without serum plus 500 µM biotinyl tyramide (Sigma) for 1 h. Subsequently, cells were incubated for 30 min with 1 nmol/l AII, 10 µg/l EGF, AII + EGF or control followed by 1 min exposure to 1 mmol/l H_2_O_2_. Thereafter, cells were washed three times with a quenching solution (Dulbecco’s phosphate buffered saline + 10 mmol/l sodium ascorbate, 5 mmol/l trolox and 10 mmol/l sodium azide). Cell were scratched of the dishes (in the presence of 5 mmol/l EDTA), centrifuged, washed twice with quenching solution and lysed in CST lysis buffer (see above) for 30 min at 4 °C. After sonication (3 × 15 s), the samples were centrifuged for 10 min (13.000 rpm, 4° C) and the supernatant used for pull-down. Pull-down was performed with 1 mg MyOne™ Streptavidin T1 Dynabeads (Invitrogen, according to the manufacturers’ protocol) per 400 pmol of peptide. Samples were mixed with the beads and incubated for 30 min at room temperature while carefully rotating. Subsequently, the vial was placed in the magnet holder and the supernatant removed after 3 min. After three washing steps, the samples were incubated with Laemmli buffer (see above) at 95 °C for 5 min and used for immunoblotting.

### Materials

The following plasmids were used: pCMV6-Myc-DDK-HB-EGF (RC 207688, Origene, Rockville, MD), pCMV6-XL4-AT1R (SC 108918, Origene, Rockville, MD); pEGFR-EGFP (RRID:Addgene_32751, addgene, Watertown, MA; Carter et al. J Biol Chem. 1998 Dec 25;273(52):35000–7), pDsRed2 (#632406, Clontech, Mountain View, CA), pBABEpuro [59], pcDNA5/FRT/TO-AT1R-APEX (RRID:Addgene_96847, addgene; Paek et al. Cell. 2017 Apr 6;169(2):338–349), pcDNA3 APEX2-NES (RRID:Addgene_49386, addgene).

Unless stated otherwise, all materials were purchased from Sigma, Munich, Germany.

### Statistics

ANOVA followed by post hoc testing, Student’s *T* test or Mann–Whitney rank sum test were used as applicable according to pre-test data analysis by SigmaPlot 12.5. A *p* value < 0.05 was considered significant. Biometrical planning was performed with *α* = 0.05 and *β* = 0.8

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

Supplementary file6

Supplementary file7

## Data Availability

Datasets generated during and/or analysed during the current study are available in the gene expression omnibus database with the study identity GSE162770. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE162770). All further data generated or analysed during this study are included in this published article and its supplementary information files.

## Abbreviations

ADAM: A disintegrin and metalloproteinase
AII: Angiotensin II receptor type 1
AP1: Activator protein 1
APEX: Ascorbic acid peroxidase
ARC: Activity-regulated cytoskeleton-associated protein
AT1R: Angiotensin II receptor type 1
BIM: Bisindolylmaleimide
BSA: Bovine serum albumin
CANX: Calnexin
cFos: Fos proto-oncogene, AP1 transcription factor subunit
cJun: Jun proto-oncogene, AP1 transcription factor subunit
cSRC: Cellular SRC proto-oncogene, non-receptor tyrosine kinase
DAPI: 4′,6-Diamidin-2-phenylindol
DMEM: Dulbecco's modified eagle medium
ECL: Enhanced chemiluminescence
EGF: Epidermal growth factor
EGFR: Epidermal growth factor receptor
EGR: Early growth response protein
Elk-1: ETS like-1-protein
ER: Endoplasmic reticulum
ErbB: Erythroblastic leukaemia viral oncogene
ERK1/2: Extracellular signal-regulated kinases 1/2
FCS: Foetal calf serum
FDR: False discovery rate
FPM: Fragments per million
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
GEO: Gene expression omnibus
GFP: Green fluorescent protein
GO: Gene ontology
GPCR: G-protein-coupled receptor
Grb2: Growth factor receptor-bound protein 2
HB-EGF: Heparin-binding EGF-like growth factor
hg: Human genome
HRP: Horse radish peroxidase
HSP90: Heat shock protein 90
MAPK: Mitogen-activated protein kinase
MEK1/2: Mitogen-activated protein kinase kinase 1/2
miR: Micro-RNA
MRTF: Myocardin-related transcription factor
NFkB: Nuclear factor 'kappa-light-chain-enhancer' of activated B cells
PKC: Protein kinase C
PMA: Phorbol-12-myristat-13-acetat
PP2: PP2 (Src-family inhibitor)
Rho: Ras homologue
RIN: RNA integrity number
ROCK: Rho-kinase
SDS: Sodium dodecyl sulphate
SRE: Serum response element
SRF: Serum response factor
TBS: Tris-buffered saline
TCF: Ternary complex factor
TGFß: Transforming growth factor beta
TMM: Trimmed mean of M values

How the deposited data were processed for this re-analysis (not part of the article)

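RNA of HEK293 cells transiently transfected with AT1R was sequenced after 6 h and 24 h without stimulus or with AII (1 nmol/l), EGF (10 µg/l) or AII+EGF. The deposited values are raw counts per gene. According to the methods, the authors clipped adaptors, mapped reads with Tophat2 to hg19, counted them with featureCounts and annotated genes with an Ensembl archive; the text deposited with the series names HISAT2 as the mapper instead, and the strand setting is not stated. The labels name 32 libraries. Counts of 16 after 6 h and 15 after 24 h were analysed; no column of counts was mapped to the remaining AII+EGF library after 24 h (b08), so that the comparisons planned for 16 libraries after 24 h ran on 15. In the 24 h table, 8 columns are named as filtered and 7 are not, without an explanation. The conditions come from the sample labels, which give no replicate numbers. After 24 h the library numbers in the labels form 2 runs with a gap between them, taken as the 2 library series. After 6 h the numbers have no gap. The 6 h division into 2 series falls where the order of conditions starts again, and the labels do not give it. After 24 h every analysed library of the first series is named as filtered, and of the second only b15, so series and filtering cannot be told apart. The stably transfected clone behind Fig. 5 has other libraries, which were not analysed here.

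From the counts, TMM factors, dispersions and quasi-likelihood F tests were computed with edgeR 4.0.16 in R 4.3.3, in a separate fit for each time point that held all 4 conditions. Low counts were removed with filterByExpr. A gene was called regulated at a Benjamini-Hochberg FDR under 0.05, a fold change above 1.5 and a mean FPM above 5, in the control libraries for lower and in the treated libraries for higher genes; the methods state which group the FPM filter used only for the stable clone. The interaction was the difference between the AII+EGF effect and the sum of the AII and EGF effects on the log2 scale. The difference between time points was tested in a joint fit. Named genes were those whose expression the paper reports or whose transcript or plasmid it used, and at each time point the 3 genes with the largest rise and the 3 with the largest fall with AII+EGF among those called and separated from control in every library. Single genes were also compared with exact two-sided permutation tests on FPM. Gene lists of the stable clone from the paper's supplementary tables were tested with camera (limma 3.58.1, inter-gene correlation 0.01) and fry and set against 10000 random lists matched on mean expression; of 186, 658 and 596 genes, 181, 646 and 556 were matched. In the list of 596 genes the names and identifiers do not pair, so it was matched by gene name. The lists hold adjusted p up to about 0.05, where the paper's text gives an FDR of 0.01 for the stable clone. A further supplementary list is shortened in the copy used and was not tested.

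The alternatives were DESeq2 1.42.0, DESeq2's size factors, no filter on low counts, no FPM or fold change filter, an FDR of 0.01, edgeR's exact test on the libraries compared, a library series block, and each library left out in turn; protein-coding genes only, voom with quality weights, and protein-coding genes with the series block were added later. The procedure was tested on simulated counts with 200 changed genes, drawn from genes with a mean above a limit higher than the FPM filter. Without changed genes it gave 0 calls for the interaction at either time point. A count of 3 or less was treated as the floor. Counting error limits genes with few counts, such as FOS and EGR2 after 6 h. Mitochondrial genes (37 in the tables) have 0 counts in every library.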

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

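The tests on the U1 genes, the filtered columns, the library series, the share of non-coding RNA and the exchanged labels were chosen only after the results were seen. Where a group had 4 libraries, 154 combinations of condition and gene or library measure were tested for a library far from the other 3, and 15 were found against 7.70 given by chance. For each, the gap to the nearest library divided by the range is given. After 6 h these were ACTB in control (0.832), EGR3 (0.931), TGFB1 (0.893) and MYOCD (1) with AII, ARC (0.969) and MYOCD (1) with EGF, and SRC (0.854) and CANX (0.858) with AII+EGF. MYOCD is at the floor, where a single read decides. After 24 h they were EGR3 (0.859), JUN (0.856), MKL1 (0.900) and the total count (0.941) with AII, and EGR1 (0.866), ARC (0.849) and the share of protein-coding counts (0.836) with EGF. No biological explanation was tested for these libraries.

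Within the AII group after 24 h, the library with the high total is b13, with 29515952 counts, of which 57.2% lie on U1 genes and 20.8% on protein-coding genes. The AII+EGF library b16 had a higher total, 33070903 counts with 55.6% on U1 genes, but its group of 3 libraries was not tested for distant libraries. Over all libraries the share of U1 genes was 0.0314% to 0.300% after 6 h and 8.90% to 57.2% after 24 h. If reads were shared evenly between near-identical copies, the most abundant U1 genes would have nearly the same count within a library. After 6 h this was so, but after 24 h the lowest ratio to the most abundant gene, RNU1.4, was 0.102 over the 8 most abundant U1 genes. Even sharing therefore does not account for all of the 24 h counts. Some sharing stays open, since RNVU1.18, RNU1.28P and RNVU1.7 each had a median ratio of 0.126, and the single U1 genes are uncertain for this reason. The filtering named in some columns of the 24 h table is argued against as the cause, since the 24 h libraries not named as filtered had at least 19.5% of counts on U1 genes. The size of the share may still depend on it, with 8.90% to 26.0% in libraries named as filtered and 19.5% to 57.2% in the others. Filtering nearly coincides with the library series after 24 h. Every analysed library of the first series was named as filtered, and of the second only b15. Library preparation and the time after stimulation go together with the time points and were not tested.

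The effect of AII+EGF differed between 24 h and 6 h for 3 named genes in a joint edgeR fit. The log2 effect of EGR1 was lower by 1.72 after 24 h (difference -1.72, adjusted p = 0.0041), that of ASNS higher by 1.17 (adjusted p = 0.0041, difference 1.175) and that of AMZ2P1 higher by 1.51 (adjusted p = 0.045, difference 1.514). In all, 27 genes differed (1642 at an unadjusted p under 0.05). Of 60 regroupings of the libraries within the time points, the real one included, 3 gave as many genes, so the number as a whole may reflect the grouping alone. Without the AII+EGF library b16 it was 6 genes and without the control library b02 it was 35.

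The paper's transcriptome results (Fig. 5) are about the stable clone. In the sequenced libraries of transiently transfected cells EGF regulated 322 genes and AII+EGF 363 genes after 6 h. Of the 35 splits of the 8 libraries compared, 1 gave as many genes for EGF, and 1 of 35 did for AII+EGF, in each case the real one. A split unrelated to the treatment is thereby argued against.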

How the results depend on the processing

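All alternatives were set before the data were examined, except protein-coding genes only, voom with quality weights, protein-coding genes with the series block, and leaving out libraries for the overlaps and the time difference, which were chosen after seeing the data. No paired analysis was possible because the labels give no replicate numbers.

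After 6 h the numbers of genes regulated by EGF (322) and AII+EGF (363) stayed within 1.5 times under every alternative except the fit without FPM and fold change filters (1112 and 1136). With DESeq2, 316 of the 322 and 357 of the 363 genes were called again. Leaving out each library gave 272 to 354 genes for EGF and 307 to 391 for AII+EGF. AII, the interaction, and AII+EGF against EGF had 0 calls in every fit that left out a library.

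Without the filter on low counts, AII had 17 calls after 6 h and 20 after 24 h, AII+EGF against EGF 10 and 61, and the interaction 48 and 19; after 24 h EGF had 54 and AII+EGF 121. All genes added passed the filter themselves. In that fit edgeR's prior degrees of freedom became infinite, against 11.2 and 10.0 with the filter, so that the spread of each gene was ignored; the added calls were mostly non-coding for AII (10 of 17 and 18 of 20). They are not taken as AII effects. The exact test on the libraries compared gave 2 genes for AII+EGF against EGF after 6 h and 1 after 24 h, and voom gave 1 after 6 h; the cause was not tested.

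After 24 h the numbers for EGF (7) and AII+EGF (6) changed with most settings: 52 and 30 with DESeq2, 35 and 32 with the series block, 2 and 3 at an FDR of 0.01, 29 and 36 with the exact test, 20 and 15 with protein-coding genes only, 2 and 24 with voom, and 62 and 39 with protein-coding genes and the series block. Leaving out each library gave 2 to 7 and 2 to 16 genes; without EGF library b03 it was 2 and without control library b02 it was 16. Genes called at both time points numbered 15 for EGF and 8 for AII+EGF with DESeq2, and 12 and 9 with the series block, against 2 and 2; leaving out each library gave 1 to 3 and 1 to 4. The difference between time points (27 genes) was 57 with DESeq2, 55 with the series block and 6 to 35 with each library left out. The numbers expected if log2 effects add were 5319 and 2254 without the FPM and fold change filters. The causes were not tested, apart from the stricter threshold at an FDR of 0.01.

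The list medians of the EGF and AII+EGF genes of the stable clone kept their direction under the alternatives run for lists: DESeq2's size factors, no filter on low counts, the series block, fry, and each library left out. Those of the AII genes were near 0 and changed sign: -0.033 to 0.043 for the higher and -0.072 to 0.0010 for the lower genes with each library left out.

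Of 49 results for single genes, 35 were the same under every alternative that gave a value. Counted instead for each result in each alternative, 589 values were the same, 15 weaker, 8 stronger and 12 reversed. The reversed ones lie near 0. MKL1 was 0.0023 with EGF and 0.0055 with AII+EGF without the low-count filter, and -0.088 to 0.045 and -0.10 to 0.048 with each library left out. JUN with EGF was -0.22 to 0.00045, and SRF was -0.088 to 0.016 with EGF and -0.079 to 0.028 with AII+EGF. DESeq2 gave no adjusted p for FOS with EGF after 6 h.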

Other observations

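The tests of standard errors, exchanged labels, library series, the lists in AII+EGF against EGF, protein-coding genes alone and a lasting AGTR1 response were chosen only after the results were seen. No gene was called for AII or for the interaction after 6 h (845 and 1491 genes at an unadjusted p under 0.05). Of the splits of the same libraries, 24 of 35 gave as many genes at an unadjusted p under 0.05 as the real AII comparison, 4 of 35 as many as AII+EGF against EGF, and 13 of 100 drawn splits as many as the interaction. After 24 h it was 30 of 35 for AII, 20 of 35 for AII+EGF against EGF and 93 of 100 for the interaction. The AII split after 24 h that follows the library series (b01, b02, b05 and b06 against the other libraries) called 454 genes. This split also follows the filtering named in the columns, so series and filtering cannot be told apart. With the series as a block AII had 0 calls. For EGF and for AII+EGF after 24 h, 1 of 35 splits gave as many calls, the real one. Whether the libraries were too few for a 2-fold effect stays open. In the simulation 97% of genes with a 2-fold AII effect and 89% with a 2-fold interaction were called, but such simulations gave too many calls elsewhere. Genes with a low mean, FOS, EGR2, EGR3 and ARC among them, were never changed in it. At the standard errors of the real libraries, a 2-fold AII effect would pass a Bonferroni threshold in 70.6% of the 13526 genes above 5 FPM and a 2-fold interaction in 46.2%, so a 2-fold interaction of a single gene could have been missed. A single outlying library is argued against by 0 calls in every fit without 1 library. Exchanged EGF labels are argued against by EGR1, which was at least 47.8 FPM in every EGF and AII+EGF library and below that in every control and AII library (4.00 FPM at most). EGR1 was not distinguishable between AII and control (adjusted p = 0.987, edgeR), so it cannot show whether AII labels were exchanged. Dilution by cells without receptor would give an AII slope between 0 and that of EGF on the values of the stable clone. The slope was 0.0329 against 0.707 for EGF, which cannot be told apart from no response.

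The simulations call more genes than the real data, so the shares recovered may be overstated: with the fitted AII+EGF effects they gave 692 genes after 6 h (668 to 740 over 20 draws) against 363 observed, and 165 after 24 h (131 to 206) against 6. With the AII and EGF log2 effects added they gave 1661 (1610 to 1722) after 6 h and 1146 (1063 to 1217) after 24 h, and without the FPM and fold change filters 5319 and 2254. Because the same simulation misses the observed numbers, it gives no benchmark for synergy.

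Fewer genes were called after 24 h than after 6 h. Fewer counts on protein-coding genes are argued against, since neither the lowest nor the highest such total was smaller after 24 h. Libraries held 3216794 to 8028878 of these counts after 24 h and 3176067 to 7033501 after 6 h. The 6 h libraries thinned to the smallest protein-coding total after 24 h still gave 312 genes for EGF. The missing AII+EGF library is argued against too, since 6 h fits with 3 AII+EGF libraries gave at least 307 genes. Non-coding RNA and the library series may each contribute, but with protein-coding genes only EGF had 20 genes after 24 h and with the series block 35, both far below 322. The wider spread between replicates and a response that fades with time stay open.

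The lists of genes that the paper reports for its stable clone were looked up here. For AII the paper gives 117 higher and 69 lower genes. Their median log2 fold changes with AII after 6 h were 0.0042 (camera p = 0.65, permutation of labels: 33 of 35 splits as far from 0) and -0.026 (camera p = 0.44, 26 of 35 splits). The genes that the stable clone regulated with EGF had medians of 0.52 (358 of 369 higher) and -0.42 (262 of 272 lower) with EGF after 6 h, with 1 of 35 splits as far from 0 in each case. The 596 genes that the paper gives for AII+EGF after 24 h had medians of 0.36 (289 of 343 higher) and -0.23 (169 of 203 lower), again with 1 of 35 splits each. These EGF and AII+EGF lists also held under fry (p at most 0.00037). In a comparison added later, AII+EGF was set against EGF after 6 h. The higher AII genes of the stable clone had a median of 0.087 (78 of 109 higher), and in an exact count 1 of 35 splits of the 8 libraries was as far from 0, the real one (camera p = 8.3e-05, fry p = 0.0098); the next largest split reached 0.083. The higher EGF genes had a median of 0.10 (271 of 369 higher), in an exact count with 1 of 35 splits as far from 0 (camera p = 1.9e-07, fry p = 0.0082) and 0.096 in the next largest. The lower lists lay above 0, opposite to an added response, with medians of 0.056 (29 of 68 lower) and 0.032 (123 of 272 lower) and, in an exact count, 3 of 35 and 6 of 35 splits as far from 0 (camera p = 0.60 and 0.13), shifts within those of random lists. Whether AII added to the EGF response of these genes stays open: the higher lists stood apart from random lists, the lower lists did not move as such an addition needs, and other splits came close.

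The paper reports a synergistic effect on cFos mRNA after 6 h from PCR (Fig. 4C). On the linear FPM scale, 7 of the 45 excesses computed over the named genes and both time points lay more than 2 standard errors above 0 and 0 lay as far below; no test was made of them. After 6 h the AII+EGF effect of FOS exceeded the sum of the single effects by 0.910 (standard error 0.934) and that of EGR1 by 5.15 (standard error 4.66). For ARC the excess was 7.86 (standard error 1.58), for EGR3 2.60 (standard error 0.90) and for HBEGF 1.03 (standard error 0.49) and for the reference gene GAPDH 193 (standard error 47.6). After 24 h it was 9.90 for EGR1 (standard error 2.81), 7.58 for SLC7A11 (standard error 3.66) and 15.0 for ASNS (standard error 6.69), and 0.34 for FOS (standard error 1.36). SLC7A11 and ASNS, both among the 7, were named only for their large rise with AII+EGF after 24 h. This choice favours an excess above 0 for them. In edgeR, the log2 interaction of EGR1 after 24 h was 0.59 with an adjusted p of 1.00, and after 6 h that of ARC was 0.59 with an adjusted p of 0.72. The ARC value was 0.028 without control library c10 and 0.79 without control library c01. After 6 h the log2 interaction was 0.62 for EGR3, but negative for FOS (-0.27) and EGR1 (-0.34). For FOS and EGR1 the sign thus depended on the scale. The paper finds SRF, MRTF-A and Elk-1 protein unaffected in these cells (Fig. 4E). The transcript of ELK1 was higher with EGF (log2 0.39, adjusted p = 0.0055, edgeR) and AII+EGF (log2 0.51, adjusted p = 0.00035, edgeR), under the 1.5-fold threshold, and SRF and MKL1 stayed within 0.11 of 0, all after 6 h; after 24 h ELK1 was not higher with EGF (log2 -0.05) and did not differ with AII+EGF (log2 0.15, adjusted p = 1.00, edgeR). The paper describes lower EGFR protein with EGF, where the EGFR transcript was higher after 6 h (log2 0.35, adjusted p = 0.032, edgeR), also under the 1.5-fold threshold. The adjusted p was above 0.05 without control library c09 or c10 or EGF library c11 or c12 (adjusted p = 0.084 to 0.12, edgeR), and after 24 h the log2 value was -0.06 (adjusted p = 0.96, edgeR).

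AGTR1, the gene of the transfected receptor, had 1442 ± 98 FPM in the 8 libraries with AII after 6 h and 1097 ± 93 in the 8 without (exact permutation test, two-sided, p = 0.00016), and no library of the first group lay within the range of the second. It was the only gene with an adjusted p under 0.05 for an AII effect over all 16 libraries (log2 0.39, adjusted p = 0.0034, edgeR; chosen after its values were seen). The labels do not give the 6 h series. For the division used here a library series is argued against, since the difference was 284 FPM in the first and 407 in the second (exact permutation p = 0.029 in each). After 24 h the difference was -3.46 FPM (exact permutation p = 0.95), which argues against a lasting response. The counts do not separate plasmid from endogenous transcripts, and a difference in transfection between the cultures was not tested, so an effect of AII on this transcript is a hypothesis.

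Of the genes called with EGF, 2 were called at both time points, and 2 of those called with AII+EGF; the paper's intersections of Fig. 5L are for the stable clone.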
